# Reproductive Status Alters Transcriptomic Response to Infection in Female *Drosophila melanogaster*

**DOI:** 10.1534/g3.112.005306

**Published:** 2013-05-01

**Authors:** Sarah M. Short, Brian P. Lazzaro

**Keywords:** reproduction, immunity, microarray, gene expression, *Drosophila melanogaster*

## Abstract

Mating and consequent reproduction significantly reduce the ability of female *Drosophila melanogaster* to defend against systemic bacterial infection. The goal of the present study was to identify genes likely to inform the mechanism of this post-mating immunosuppression. We used microarrays to contrast genome-wide transcript levels in virgin *vs.* mated females before and after infection. Because the immunosuppressive effect of mating is contingent on the presence of a germline in females, we repeated the entire experiment by using female mutants that do not form a germline. We found that multiple genes involved in egg production show reduced expression in response to infection, and that this reduction is stronger in virgins than it is in mated females. In germline-less females, expression of egg-production genes was predictably low and not differentially affected by infection. We also identified several immune responsive genes that are differentially induced after infection in virgins *vs.* mated females. Immune genes affected by mating status and egg production genes altered by infection are candidates to inform the mechanism of the trade-off between mating and immune defense.

Although our knowledge of the invertebrate immune system is extensive and continues to expand (reviewed in Wang and Ligoxygakis 2006; Lemaitre and Hoffmann 2007), our understanding of overall immune defense remains incomplete. Overall immune defense is defined as the combined abilities to immunologically eliminate pathogens and to tolerate the damage associated with an infection (Råberg *et al.* 2009). Part of our lack of understanding of immune defense stems from the fact that defense is not determined only by immune system activity but is also influenced by aspects of host physiology outside the canonical immune system. These nonimmunological processes are often responsive to environmental factors such as temperature, nutritional availability, or interactions with other organisms. The interconnection of defense with other diverse aspects of host physiology can set the stage for trade-offs between immunity and other costly life-history traits (Lazzaro and Little 2009; Parker *et al.* 2011). Trade-offs between life-history traits and immunity have the potential to limit the evolution of immune efficacy, and their study forms the basis of the emerging field of ecological immunology (Sheldon and Verhulst 1996; Siva-Jothy *et al.* 2005; Schulenburg *et al.* 2009).

Studies in ecological immunology have typically focused on identifying trade-offs between immune defense and life history traits, yielding remarkable progress in our understanding of immune defense in ecological and evolutionary contexts. Less emphasis has been placed on determining the mechanistic nature of these trade-offs, and our lack of mechanistic understanding represents a significant gap in our understanding of the function of immune defense (Schmid-Hempel 2003). We and others have demonstrated that mated females suffer reduced ability to eliminate and survive pathogenic infection relative to virgin females (Fedorka *et al.* 2007; Short and Lazzaro 2010; Short *et al.* 2012). We have also shown that the effect of mating on immune defense is contingent on the proper formation of the female germline (Short *et al.* 2012), suggesting that post-mating immunosuppression is dependent on an as-yet unknown aspect of reproduction. The objective of the present study was to use transcriptional profiling to begin to identify why mated females demonstrate reduced immune defense. To address this question, we used whole-genome microarrays to test for differences in the transcriptional response of virgin females to systemic bacterial infection as compared to the response of mated females. We also sought to determine how infection status alters transcript levels of mating-responsive genes. We then repeated this experiment in females who failed to form a germline to determine which changes in gene expression were likely to be genetically or physiologically related to egg production. Our goal was to identify transcriptional processes that are most likely to be involved in shared signaling between immunity and reproduction and thus most likely to underlie the observed trade-off.

## Materials and Methods

### Fly stocks and maintenance

Female flies used in this experiment were derived from two crosses: egg-producing females were *tud^1^ bw sp/*CS and were the daughters of a cross between *tud^1^ bw sp/*CyO mothers and Canton-S fathers. Eggless females were also *tud^1^ bw sp/*CS but were the daughters of *tud^1^ bw sp* mothers and Canton-S fathers. The mothers of the eggless females were homozygous for *tudor^1^*, a recessive maternal effect mutation that causes offspring to lack pole cells and therefore fail to form a germline. Egg-producing females had a genotype identical to eggless females but because their mothers were heterozygous for *tudor^1^*, they produced normal numbers of eggs. Males used in mating experiments were from the standard laboratory strain Canton-S.

### Mating procedure

Eggless and egg-producing females were collected as virgins and aged for 3 d post-eclosion. The day before matings were to be set up, eggless and egg-producing females were lightly anesthetized with CO_2_ and put into individual vials with *ad libitum* access to food (8.3% glucose, 8.3% brewer’s yeast, and 1% agar, plus 0.04% phosphoric acid and 0.4% propionic acid added to inhibit microbial growth in the food). Females were randomly allocated to “virgin” or “mated” treatment groups and allowed to recover overnight. The following morning, within 2 hr of incubator “dawn,” a single virgin male was aspirated into each vial containing a female assigned to the “mated” treatment and individual copulations were observed. Males were removed from the presence of females shortly after copulation cessation to prevent additional courting or copulation attempts. Egg-producing females mated for an average of 23.8 min and eggless females mated for an average of 22.6 min. Females from copulations lasting fewer than 15 min were discarded and not used for infections to maximize the likelihood that all females used in the experiment received a full complement of sperm and seminal fluid from their mates.

### Infection procedure and sample preparation

At 2.5 hr (±15 min) after mating, mated eggless and egg-producing females were lightly anesthetized with CO_2_ and infected; age- and rearing-matched virgin controls were infected in parallel. We have previously shown that females are already immunocompromised by 2.5 hr after mating (Short and Lazzaro 2010; Short *et al.* 2012), but this is too soon for many other direct consequences of egg production to manifest. It therefore is an appropriate time at which to measure rapid changes in female condition. Infections were performed by dipping a 0.15-mm anodized steel needle (Fine Science Tools, Inc.) into a dilute bacterial culture of the Gram-negative bacterial pathogen *Providencia rettgeri*, then piercing the thorax of the female fly. *P. rettgeri* was grown with shaking overnight in liquid Luria-Bertani (LB) broth at 37°, then diluted in sterile LB to an optical density of A_600_ = 1.0 ± 0.05. In parallel, females to remain as uninjured controls were anesthetized on CO_2_ to control for effects of anesthesia. Infected mated and virgin females as well as uninjured virgin and mated controls were then put on fresh media in groups of approximately 10. We used uninjured controls in our experiment to detect the combined effects of both septic wounding and the presence of bacteria. A small number of flies were individually homogenized immediately after each round of infection, and an aliquot of undiluted homogenate was quantitatively plated on LB agar using a spiral plater (Microbiology International). We found that our infection technique delivered an average dose of 1.4 × 10^3^ (standard error = 4.7 × 10^2^) bacteria to each female. We have found that the bacterial load of mated females begins to deviate from that of virgins at approximately 12 hr after infection (Supporting Information, Figure S1) (Short *et al.* 2012). We assayed for transcriptomic differences shortly before this point to detect genes potentially responsible for the divergence. Ten hours (±15 min) after infection (approximately 12.5 hr after mating), 25 whole female flies from each treatment were collected on CO_2_, snap frozen in TRIZOL reagent (Ambion), and placed at -80°. The entire experimental set up was replicated on three independent days, resulting in three biological replicates for each of the eight experimental groups.

### RNA extraction and microarray preparation

We extracted RNA from our samples using TRIZOL reagent according to the manufacturer’s protocol. Residual genomic DNA contamination was removed using TURBO DNA-*free* (Ambion), and the quality of the RNA from each sample was assessed using a BioAnalyzer 2100 (Agilent). The BioAnalyzer outputs for our samples showed strong, distinct peaks corresponding to 18S and 28S rRNA with little to no baseline signal between these peaks. This indicated that our samples were high quality with little degradation. Samples were labeled using Agilent’s Low Input Quick Amp Labeling kit and were hybridized to 4x44K *Drosophila* (V2) Gene Expression Microarrays (Agilent) according to the manufacturer’s instructions. RNA labeling, microarray hybridizations and feature extraction were performed by the Cornell University Life Sciences Core Laboratory Center.

### Microarray data analysis

The microarray data were analyzed using the Bioconductor package limma (Smyth 2005). Data were background corrected by using backgroundCorrect() and the “normexp” method recommended by Ritchie *et al.* (2007). We then normalized between all egg-producing arrays and between all eggless arrays by using quantile normalization as recommended by Agilent, averaging signals between replicate probes. We generated lists of differentially expressed probesets using the method for factorial designs outlined by Smyth (2005). We assayed for gene expression differences due to infection in both virgin and mated females as well as differences due to mating in both uninfected and infected females (Figure 1; Table S1 and Table S2). We also assayed for genes that showed a significant interaction between mating status and infection status (Table S3 and Table S4). These contrasts were initially performed within treatments of egg-producing females and then were separately repeated for arrays from eggless females. Many genes on the 4x44K *Drosophila* (V2) Gene Expression Microarrays (Agilent) were represented by multiple probesets with distinct probe sequences. We performed our analyses at the probeset level and report all difference values for all probesets in Table S1 and Table S2. For simplicity, we present results at the level of gene rather than probeset in the text. In figures, when more than one probeset showed significantly altered expression for a particular gene, we report the probeset with the largest fold change.

**Figure 1:**
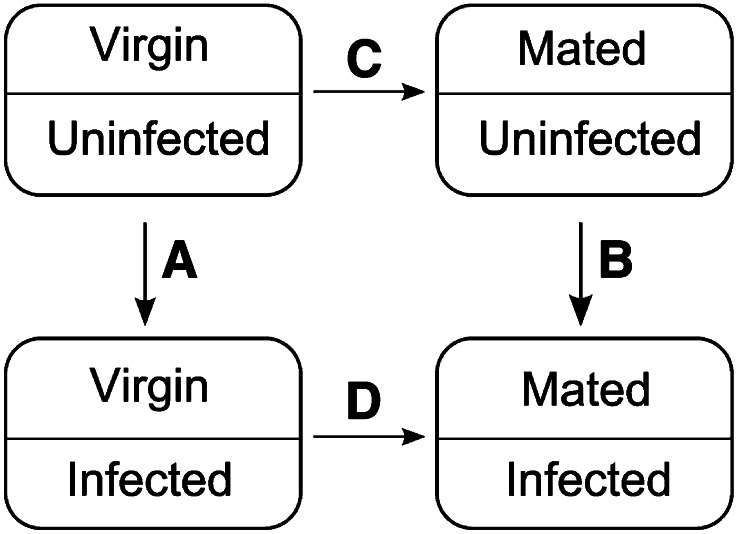
Experimental design. To determine ways in which immune defense and reproduction may interact to cause post-mating immunosuppression, we compared genome-wide transcript abundance between virgin and mated, infected and uninfected females. In each contrast, the arrow conveys the treatment−control relationship, with the arrow emanating from the “control” condition and pointing toward the “treatment” condition in each analysis. We assayed for differential transcript abundance between virgin uninfected females and virgin infected females to identify infection-responsive genes in virgins (A) or mated females (B). By qualitatively comparing (A) with (B), we were able to establish differences in infection response that were dependent on mating status. By subtracting (A) from (B), we were able to ascertain which genes showed the largest quantitative differences in infection response between virgin and mated females. We also assayed for differential transcript abundance between virgin *vs.* mated females when infected (C) or uninfected (D) to determine which genes respond to mating and which differences depend on infection status. We independently performed this entire experimental design in triplicate for both egg-producing females and eggless females.

We corrected for multiple tests using the Benjamini-Hochberg method (Benjamini and Hochberg 1995) with a false discovery rate of 5.0%. Finally, we validated the gene identities in our lists of differentially expressed probes and eliminated those that did not have an identifiable gene name or gene symbol on Flybase (www.flybase.org). Hypergeometric tests for enrichment of genes with shared Biological Process Gene Ontology (GO) terms were performed using the online tool GOrilla (Eden *et al.* 2009). REVIGO (Supek *et al.* 2011) was used to eliminate redundant GO terms, and multiple-test correction for significant GO terms was performed using the Benjamini-Hochberg method (Benjamini and Hochberg 1995) with a false discovery rate of 5.0%. A subset of results from the microarray experiments were validated using quantitative real-time polymerase chain reaction as described in File S1, Figure S2, Figure S3, Table S5, Table S6, and Table S7.

## Results and Discussion

We sought to identify transcriptional processes that may illuminate the nature of the reduction in immune defense suffered by *D. melanogaster* females after mating. We infected mated, egg-producing females at 2.5 hr after the cessation of copulation alongside virgin, egg-producing controls with the Gram-negative bacterial pathogen *Providencia rettergi*. Ten hours after infection, we assayed genome-wide transcript abundance in infected virgin and mated females as well as in uninfected, age-matched virgin and mated females (Figure 1). 

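RNA from 25 whole females per sample was labeled with 1 dye and hybridized to Agilent 4x44K *Drosophila* arrays. Each of the 4 groups of egg-producing females (virgin uninfected, mated uninfected, virgin infected, and mated infected) had 3 replicates, so 12 arrays entered the contrasts. The authors deposited the scanner output of each array, in which a spot has a mean pixel intensity and a local background and no normalization was applied. They also deposited a table of log2 values that they had background corrected and quantile normalized. Each array held 45019 spots, of which 1417 were controls and 43602 measured 32162 distinct probes. The number of probes well above background by the scanner software's test was 21423 to 24938 in virgin uninfected females (median 23415) and 23523 to 26339 in mated uninfected females (median 24585). It was 22855 to 27101 in virgin infected females (median 24450) and 21293 to 25669 in mated infected females (median 24533). No spot was saturated, and the number of arrays limits the precision of every value. The intensities were background corrected with the normexp method of limma and an offset of 50, and the 12 egg-producing arrays were quantile normalized together. Spots that the scanner software had marked as nonuniform or outlying were then left out, and the remaining spots of each probe were averaged. A probe was called at a Benjamini-Hochberg adjusted p under 0.05 from limma with a change of at least 2-fold, and each gene name of the array design was counted once. A gene with several such names can be counted more than once, such as *Vml*, also listed as IP08063. The paper's counts rest on gene identities that its authors checked. Probes that carry no name besides their own identifier were not counted. Log2 fold changes are given as infected minus uninfected and as mated minus virgin, with the standard errors of the fit. Every group has 3 arrays, and a probe has fewer where all of its spots on an array were left out. For a gene with several probes, the called probe with the largest change is given, and where no probe was called, the probe with the highest mean signal. A group in which a probe was well above background on no array gives only a bound on the fold. The bound sets the mean of the brighter group against the dim group's mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background.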

We then assayed for genes that showed infection-induced changes in transcript abundance in virgin and/or mated females (comparisons A and B in Figure 1). We also assayed for genes that showed mating-induced changes in transcript abundance in uninfected and/or infected females (comparisons C and D in Figure 1). Results of all treatment comparisons for all probesets for egg-producing females can be found in Table S1. We replicated the entire experiment using females that genetically fail to form a germline to identify transcriptional differences that depend on the presence of a germline. 

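The eggless females were daughters of mothers homozygous for *tudor*, and lacked a germline. Their 4 groups also had 3 replicates of 25 whole females each, giving a further set of 12 arrays on 3 slides of their own. The number of probes well above background was 23752 to 25095 in virgin uninfected females (median 23886), 23648 to 24736 in mated uninfected females (median 24089), 22964 to 24830 in virgin infected females (median 23650), and 24534 to 25122 in mated infected females (median 24954). The 75th percentile of the scanner software's processed signal ranged from 857 to 1798 on the eggless arrays and from 1786 to 6555 on the egg-producing arrays. The eggless arrays were corrected, normalized, and fitted apart from the egg-producing arrays, in the same manner. Where responses of the 2 kinds of females were compared directly, all 24 arrays were quantile normalized together, and the 6 slides entered the fit as a random block. Each slide held 1 replicate of all 4 groups of 1 kind of female, so slides and germline status were not crossed.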

Results of all treatment comparisons for all probesets for eggless females can be found in Table S2. We chose to assay transcript levels at 10 hr after infection because mated females begin to demonstrate higher bacterial loads than virgins at approximately 12 hr after infection (Figure S1) (Short *et al.* 2012) and we were interested in identifying differences in transcript abundance that have the potential to indicate mechanisms for this initial post-mating divergence in immune defense.

### General expression response of females after bacterial infection

#### In egg-producing females:

By examining gene expression changes that occur in response to infection in both virgin (comparison A, Figure 1) and mated females (comparison B, Figure 1), we could determine a general infection response profile of female *Drosophila melanogaster* that was consistent across different reproductive states. 

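After infection, 173 probes were called higher and 54 lower in virgin egg-producing females, and 198 were called higher and 55 lower in mated egg-producing females. Counted as genes, 135 were called in the same direction in both. The list was smaller with fewer arrays: without replicate 1, 65 genes were called higher and 5 lower in both virgin and mated females. In the deposited table of log2 values, the same thresholds gave 121 genes higher and 24 lower.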

We detected significant expression changes as a result of bacterial infection in both virgin and mated females in 124 genes (Figure 2, Table S1). Of these 124 genes whose expression changed in response to infection, 103 were up-regulated. Most of these genes are known immunity genes (Figure 2, Table S1).

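In the normalization used here, 113 genes rose in both. The largest rise in mated females was that of *CG32185*, named *edin* in the text, on chromosome 3L of dm3 from 17488337 to 17488396. Its log2 fold change was 8.53 (standard error 0.50) in virgin and 8.76 (standard error 0.50) in mated females, with limma adjusted p-values of 1.12e-05 and 7.10e-06. *CecC* rose by a log2 fold change of 8.24 in mated females (standard error 0.43, adjusted p = 4.24e-06 from limma). Both genes rose in 3 of 3 same-numbered pairs of arrays and were called under every alternative, each replicate left out included.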

**Figure 2:**
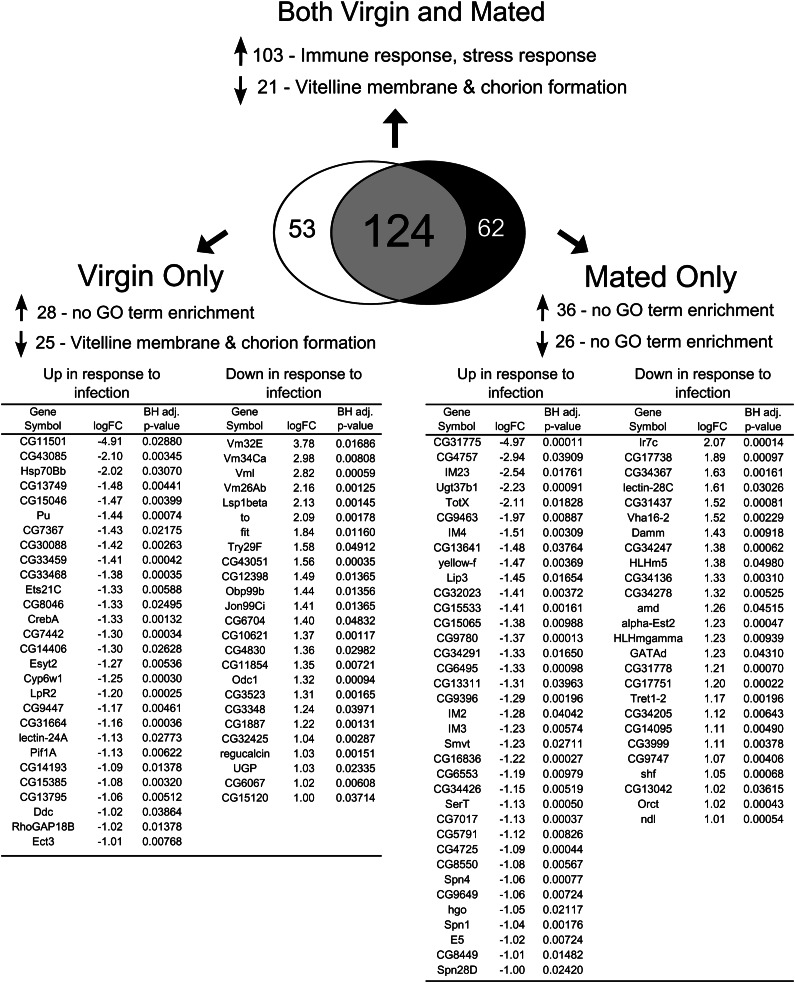
The effect of infection on transcript abundance in virgin and mated females. We assayed for genes that exhibited statistically significant 2-fold or greater differences in transcript abundance in virgin uninfected *vs.* virgin infected treatments and in mated uninfected *vs.* mated infected treatments. We then determined which genes change significantly in transcript abundance due to infection in both virgin and mated females, only in virgins, or only in mated females. Fold change values are in log_2_ units and are expressed as uninfected minus infected signal; therefore, a negative logFC represents increased expression in response to infection whereas a positive logFC represents decreased expression in response to infection. In instances in which more than one probe showed significantly altered expression for a particular gene, only the probeset with the largest fold change is listed. GO term enrichment was determined using GOrilla and REVIGO was used to reduce lists of GO terms to those least redundant. Upward-pointing arrows indicate genes with increased expression and downward-pointing arrows indicate genes with depressed expression. A Benjamini-Hochberg correction (Benjamini and Hochberg 1995) was performed to correct for multiple tests, and only GO terms that were significant after controlling for a false-discovery rate of 5% were retained.

When we assigned GO terms to the genes up-regulated after infection in both virgin and mated females, we found enrichment of multiple GO terms relating to immune response and stress response (Table 1). 

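Probes were found by name for 13 of the antimicrobial peptide genes and 8 of the peptidoglycan recognition protein genes, and *Dro* had none. All 21 were called higher after infection in both virgin and mated females, and all rose in 3 of 3 same-numbered pairs. Their log2 fold changes ran from 1.80 to 8.55 in virgin females, with a largest adjusted p of 0.00133 from limma, and from 1.68 to 8.20 in mated females, with a largest adjusted p of 0.00516. The upper ends are *CecA1* on chromosome 3R of dm3 from 26036902 to 26036961, and the lower ends are *Drs* on chromosome 3L from 3369865 to 3369924. *CecA1* rose from a normalized log2 signal of 8.76 ± 1.40 (SD, n = 3) to 17.31 ± 0.19 (SD, n = 3) in virgin females, and from 9.29 ± 0.96 to 17.49 ± 0.15 (SD, n = 3 each) in mated females. *CecB* was well above background on 0 of 3 virgin uninfected arrays and was at least 24.5-fold higher after infection in virgins. *AttD* was measured well above background on 1 of 3 virgin uninfected arrays, and *PGRP-SB2* on 1 of 3. Among the peptidoglycan recognition protein genes, *PGRP-SB1* changed most, by 5.43 in virgin and 5.58 in mated females (standard error 0.41 for each, adjusted p = 5.89e-05 and 4.84e-05 from limma). All of these calls held under every alternative that kept the 3 replicates. Without replicate 1, 2 of the 21 calls in virgin females and 1 in mated females were lost, and without replicate 2, 3 and 2 were lost. Without replicate 3, 1 call in virgin females was lost.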

As expected, transcript abundance of antimicrobial peptide genes was dramatically increased due to infection (*CecA1*, *CecA2*, *CecB*, *AttA*, *AttB*, *AttC*, *AttD*, *Dpt*, *DptB*, *Mtk*, *Def*, *Dro*, *Drs*, *Drs-l*; Table S1), as was that of many peptidoglycan recognition proteins (*PGRP-SA*, *PGRP-SB1*, *PGRP-SB2*, *PGRP-SC2*, *PGRP-SD*, *PGRP-LB*, *PGRP-LC*, *PGRP-LF*; Table S1). 

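The 4 *Turandot* genes *TotA*, *TotB*, *TotC*, and *TotM* were called higher after infection in both virgin and mated egg-producing females. *TotA*, on chromosome 3R of dm3 from 16697215 to 16697274, had a log2 fold change of 4.04 in virgin and 3.40 in mated females (standard error 0.49 for each), with adjusted p-values of 0.00136 and 0.00396 from limma. *TotC* rose by 4.36 and 3.55 (standard error 0.50, adjusted p = 0.000977 and 0.00358), and *TotM* by 4.66 and 3.34 (standard error 0.60, adjusted p = 0.0019 and 0.0148). *TotB* was well above background on no uninfected array and was at least 3.00-fold higher in infected virgins and at least 1.94-fold higher in infected mated females. Each gene rose in 3 of 3 same-numbered pairs. These calls depended mostly on replicates 1 and 2: 3 of the 4 in virgin females and all 4 in mated females were lost without replicate 1, and all 4 were lost in both without replicate 2. Without replicate 3, 0 in virgin and 1 in mated females were lost. Quantile normalization over all 24 arrays lost the call of *TotB* in mated females, with a log2 fold change of 0.70. The other probe of *TotC* and that of *TotM* did not change, with log2 fold changes between -0.06 and 0.12. The paper reports that this probe of *TotM* had very low signal and, by BLAST, lacked specificity for its target.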

We also found infection-induced increases in transcript abundance in multiple genes in the *Turandot* gene family (*TotA*, *TotB*, *TotC*, and *TotM*; Table S1). At least one gene in the *Tot* family (*TotA*) is regulated by the JAK/STAT signaling pathway (Agaisse *et al.* 2003; Agaisse and Perrimon 2004). Notably, *Tot* genes also respond to general stress conditions (Ekengren and Hultmark 2001), and they may alter immune defense through stress-response mechanisms such as tissue repair. Considering that our infection procedure involved wounding the fly, it is possible that expression changes in these genes reflect a response to injury rather than infection. Other up-regulated genes that are known to respond to infection included *TepII*, *IM3*, *IM1*, *IM10*, *Rel*, *pirk*, *spirit*, *edin*, *TsfI*, and *nimB1* (Table S1). 

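Of these 10 genes, all were called higher in mated females and 9 in virgin females. Apart from *edin*, log2 fold changes in virgin and mated females were 2.70 and 2.31 for *TepII*, 1.09 and 1.29 for *IM3*, 1.88 and 2.08 for *IM1*, 1.5 and 2.29 for *IM10*, and 1.47 and 1.63 for *Rel*. They were 3.59 and 3.39 for *pirk*, 2.38 and 2.82 for *spirit*, and 1.69 and 2.81 for *Tsf1*. The largest limma adjusted p among the called genes was 0.0177 in virgin and 0.00128 in mated females. Of the 9 calls in virgin females, 5 were lost without replicate 1, 3 without replicate 2, and 3 without replicate 3. Of the 10 calls in mated females, 4 were lost without replicate 1, 2 without replicate 2, and 0 without replicate 3. *nimB1* rose by 1.86 in mated females (standard error 0.20, adjusted p = 0.000584 from limma) and by 0.99 in virgin females (standard error 0.20, adjusted p = 0.0359), under the 2-fold limit. It passed that limit in virgin females with normexp offsets of 0 and 16, in the processed signal, and in the deposited table. *IM3* in virgin females fell under the limit in the processed signal, at 0.93, and with the probes of a gene averaged, at 0.94.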

We note that some of the genes we detected as being up-regulated have negative regulatory roles in the humoral immune response (*PGRP-LB*, *PGRP-SC2*, *pirk*), illustrating mechanisms by which the host modulates immune system activity (Paredes *et al.* 2011).

**Table 1:** Biological process information for genes significantly altered by infection in virgin and/or mated egg-producing females

Gene List	GO Term	GO Term Description	Corrected *P* Value	No. Genes in GO Category
Up significantly after infection in both virgin and mated females	GO:0009617	Response to bacterium	2.01E-38	31
	GO:0006952	Defense response	2.65E-37	35
	GO:0009607	Response to biotic stimulus	5.01E-34	32
	GO:0051704	Multiorganism process	7.76E-30	33
	GO:0006955	Immune response	5.07E-29	28
	GO:0002376	Immune system process	4.03E-27	28
	GO:0006950	Response to stress	4.96E-26	41
	GO:0009253	Peptidoglycan catabolic process	8.26E-12	8
	GO:0050896	Response to stimulus	2.91E-11	45
	GO:0030203	Glycosaminoglycan metabolic process	3.23E-09	8
	GO:0016052	Carbohydrate catabolic process	5.56E-07	9
	GO:0005976	Polysaccharide metabolic process	1.71E-05	10
	GO:0031347	Regulation of defense response	8.52E-05	6
	GO:0034605	Cellular response to heat	9.98E-05	5
	GO:0009308	Amine metabolic process	5.53E-04	12
	GO:0005975	Carbohydrate metabolic process	6.19E-04	13
	GO:0043900	Regulation of multiorganism process	6.32E-04	6
	GO:0009595	Detection of biotic stimulus	1.22E-03	3
	GO:0009057	Macromolecule catabolic process	1.91E-03	9
	GO:0080134	Regulation of response to stress	3.45E-03	6
	GO:0034644	Cellular response to UV	8.01E-03	3
	GO:0008063	Toll signaling pathway	1.29E-02	4
	GO:0009266	Response to temperature stimulus	1.39E-02	6
	GO:0061060	Negative regulation of peptidoglycan recognition protein signaling pathway	1.81E-02	2
	GO:0071214	Cellular response to abiotic stimulus	3.19E-02	3
	GO:0009411	Response to UV	3.67E-02	3
Down significantly after infection in both virgin and mated females	GO:0007305	Vitelline membrane formation involved in chorion-containing eggshell formation	1.04E-03	3
	GO:0022412	Cellular process involved in reproduction in multicellular organism	1.63E-03	4
	GO:0010927	Cellular component assembly involved in morphogenesis	3.51E-03	4
	GO:0043062	Extracellular structure organization	1.75E-02	3
Up significantly after infection in only virgin females	No enrichment			
Down significantly after infection in only virgin females	GO:0007305	Vitelline membrane formation involved in chorion-containing eggshell formation	1.75E-05	4
	GO:0043062	Extracellular structure organization	9.23E-04	4
	GO:0022412	Cellular process involved in reproduction in multicellular organism	1.08E-03	4
	GO:0010927	Cellular component assembly involved in morphogenesis	1.02E-02	4
Up significantly after infection in only mated females	No enrichment			
Down significantly after infection in only mated females	No enrichment			

GO, Gene Ontology; UV, ultraviolet.

Twenty-one genes showed reduced transcript abundance after infection in both virgins and mated females (Figure 2, Table S1). 

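In these arrays, 22 genes were called lower in both virgin and mated egg-producing females. *Vml* is among the 22 under both of its array names, Vml and IP08063. The largest fall in both was that of *CG8147*, on chromosome 3R of dm3 from 5322373 to 5322432, which changed by -3.00 in virgin and -3.82 in mated females (standard error 0.42 for each, adjusted p = 0.00351 and 0.000625 from limma). Transcript LP03332 changed by -2.92 and -2.50 (standard error 0.30 for each, adjusted p = 0.000476 and 0.00122). Both fell in 3 of 3 same-numbered pairs. In virgin females *CG8147* was not called with any replicate left out, with adjusted p-values from 0.0508 to 0.0995, and LP03332 was not called without replicate 2. In mated females LP03332 was not called without replicate 2, and *CG8147* was called throughout.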

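*Vm26Ac*, *Vml*, *psd*, and *dec-1* were each called lower after infection in both virgin and mated egg-producing females, and fell in 3 of 3 same-numbered pairs. *Vm26Ac*, on chromosome 2L of dm3 from 5958096 to 5958155, changed by -1.60 in virgin and -2.14 in mated females (standard error 0.25 for each, adjusted p = 0.00667 and 0.000877 from limma). *Vml*, on chromosome X, changed by -2.71 in virgin females at the probe from 2171759 to 2171816 (adjusted p = 0.000589) and by -1.54 in mated females at the probe from 2171684 to 2171743 (adjusted p = 0.00719). *psd* changed by -1.77 and -1.16 (adjusted p = 0.00198 and 0.0256), and *dec-1* by -2.05 and -1.64 (adjusted p = 0.00921 and 0.0306). With the processed signal in place of the normexp values, *Vml*, *psd*, and *dec-1* were no longer called in mated females, at -1.64, -1.21, and -1.78. Without replicate 1 all 4 genes lost their calls in both virgin and mated females, and without replicate 2, 3 of the 4 did in each. Without replicate 3, 0 in virgin and 1 in mated females did.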

Notably, this set was enriched for genes involved in egg formation, specifically vitelline membrane and chorion formation (*Vm26Ac*, *Vml*, *psd*, and *dec-1*, Table 1, Table S1). Given that female *D. melanogaster* suffer a germline-dependent reduction in immune defense after mating (Short *et al.* 2012), a generalized decrease in transcription of genes crucial for oogenesis is consistent with a scenario in which reproduction and immune defense are physiologically at odds.

#### In germline-less females:

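In eggless females, 181 probes were called higher and 44 lower after infection in virgins, and 183 were called higher and 28 lower in mated females. As genes, 125 were called higher and 17 lower in both. Without replicate 2, the count of genes higher in both was 83, the lowest of any alternative, and in the processed signal it was 212, the highest.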

We found that both virgin and mated eggless females shared increased expression of 117 genes and decreased expression of 18 genes in response to infection (Figure 3, Table S2). As was the case for females with intact germlines, the genes whose expression increased in response to infection included many known immunity genes, such as those encoding antimicrobial peptides (*AttA*, *AttB*, *AttC*, *AttD*, *CecA1*, *CecA2*, *Cec2*, *CecB*, *CecC*, *Def*, *Dpt*, *DptB*, *Dro*, *Drs*, *Drs-l*), peptidoglycan recognition proteins (*PGRP-LB*, *PGRP-LC*, *PGRP-LF*, *PGRP-SA*, *PGRP-SB1*, *PGRP-SB2*, *PGRP-SC2*, *PGRP-SD*), and other known infection responsive genes (*edin*, *IM1*, *IM10*, *IM18*, *IM2*, *IM23*, *IM3*, *IM4*, *spirit*, *nimB1*, *Rel*, *TepII*, *TsfI*, *pirk*; Table 2, Table S2). Thus, the general response to infection is not germline dependent. 

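Probes were found by name for 35 of these genes, and not for *Cec2* or *Dro*. All 35 were called higher after infection in both virgin and mated eggless females and rose in 3 of 3 same-numbered pairs. Their log2 fold changes ran from 1.14 to 8.83 in virgin females (largest adjusted p = 0.00819 from limma) and from 1.12 to 8.78 in mated females (largest adjusted p = 0.0421). *PGRP-LB*, on chromosome 3R of dm3 from 7279533 to 7283357, changed by 3.74 and 3.88 (standard error 0.18 for each, adjusted p = 3.27e-06 and 2.40e-06). *Dpt* changed by 4.96 and 5.15 (standard error 0.26 for each, adjusted p = 4.81e-06 and 3.60e-06). *CecB* was at least 37.9-fold higher in infected virgins, since 0 of 3 virgin uninfected arrays were well above background. *pirk* had the largest adjusted p in mated females, at a log2 fold change of 4.49 (standard error 1.05). Its call there was lost with normexp offsets of 0 and 16, quantile normalization over all 24 arrays, the deposited table, and moderation with an intensity trend, with adjusted p-values from 0.0694 to 0.145. *IM4* in virgin females fell under 2-fold with its probes averaged, at 0.99. Without replicate 2, 11 of the 35 calls in virgin and 9 in mated females were lost.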

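Of the 113 genes called higher in both virgin and mated egg-producing females and the 125 in eggless females, 90 were the same, and of the 22 and 17 called lower, 8 were. A direct test of the difference in infection response, averaged over virgin and mated females, was made on all 24 arrays. It called 78 probes, of which 23 rose more or fell less in egg-producing females and 55 did the opposite. The count was 49 with each kind of female normalized alone. It ranged from 37 without replicate 2 to 89 with a normexp offset of 0.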

Notably missing from this list, however, are the *Tot* genes. 

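*TotA*, on the probe described for egg-producing females, had a log2 fold change after infection of 1.28 in virgin eggless females (standard error 0.32, adjusted p = 0.047 from limma) and 1.08 in mated eggless females (standard error 0.32, adjusted p = 0.105). *TotC* changed by 1.21 (standard error 0.30, adjusted p = 0.0441) and 0.81 (standard error 0.30, adjusted p = 0.213), and *TotM* by 1.81 (standard error 0.40, adjusted p = 0.0275) and 1.31 (standard error 0.40, adjusted p = 0.121). All 3 genes rose in 3 of 3 same-numbered pairs in virgin and in mated females. The calls in virgin females lay close to the threshold. With the replicate number as a block, *TotA* and *TotC* were no longer called (adjusted p = 0.0734 and 0.0689), and in the processed signal they were not either (adjusted p = 0.0613 and 0.076). With an intensity trend, *TotA* was not called (adjusted p = 0.053), and with the probes of a gene averaged, *TotC* and *TotM* fell under 2-fold, at 0.64 and 0.88. For *TotM* that average includes the probe that the paper found to lack specificity, so it says little about the gene. All 3 calls were lost without replicate 1 and without replicate 3, and 2 without replicate 2.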

More detailed inspection revealed that expression of *TotA*, *TotC*, and *TotM* increases significantly after infection in virgin but not mated eggless females (Figure 3). This finding is in contrast to egg-producing females, where both virgin and mated females showed significant increases in *Tot* gene expression after infection. These data suggest that infection-induced changes in the expression of *Turandot* genes may be partly germline dependent and that differences in *Tot* inducibility between virgin and mated females may be mediated by the germline.

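The difference in infection response between virgin and mated eggless females, tested as the interaction term in limma, was 0.20 for *TotA* (standard error 0.45), 0.39 for *TotC* (standard error 0.42), and 0.50 for *TotM* (standard error 0.57), each with an adjusted p of 1.00 over all probes. In egg-producing females the same difference was 0.64, 0.82, and 1.33, with adjusted p-values from 0.895 to 0.899. How far these differences themselves differed between the 2 kinds of females was tested on the 24 arrays, with adjusted p-values of 0.840, 0.825, and 0.738. The response of mated females was larger in egg-producing than in eggless females, by 2.82 for *TotA* (standard error 0.49, adjusted p = 0.00523), 3.20 for *TotC* (standard error 0.48, adjusted p = 0.00146), and 2.57 for *TotM* (standard error 0.61, adjusted p = 0.0504). Within the egg-producing arrays, the normalized log2 signal of *TotA* was 12.73 ± 0.92 in uninfected and 16.78 ± 0.31 in infected virgins (SD, n = 3 each), and within the eggless arrays it was 14.67 ± 0.16 and 15.95 ± 0.73. These levels were normalized apart for egg-producing and eggless females and were not compared between them. From the calls in virgin but not mated eggless females, set against those in egg-producing females, the paper proposes that the induction of *Turandot* genes may depend partly on the germline and that the germline may mediate its difference between virgin and mated females.

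**Figure D1:**
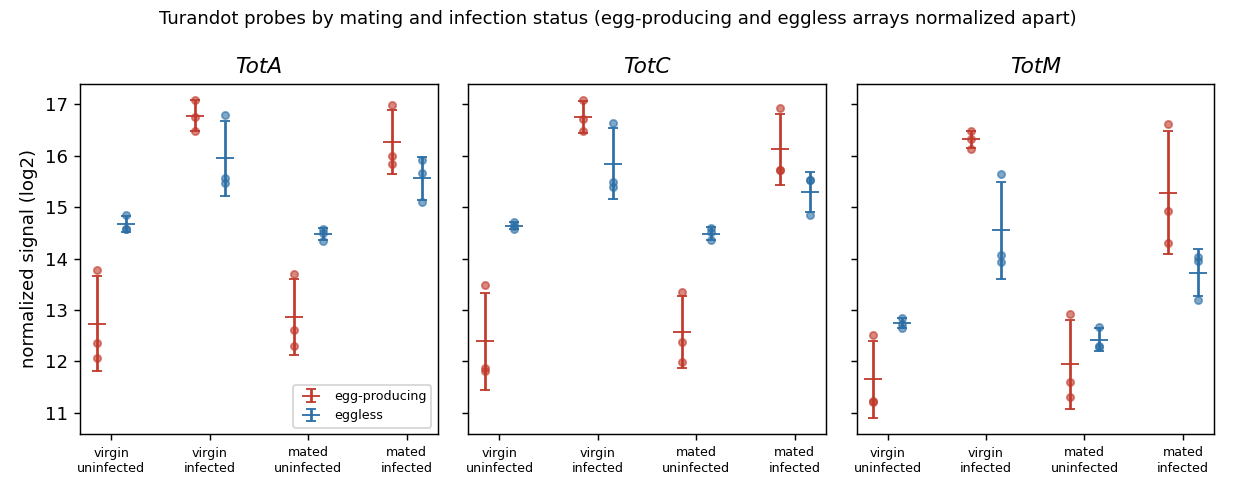
Normalized signal (log2) of the probes of *TotA*, *TotC*, and *TotM* in the 4 groups of egg-producing and of eggless females, with points for the 3 arrays of each group and bars for mean and SD, each kind of female normalized apart. In mated females, *TotA* averaged 12.87 when uninfected and 16.27 when infected among egg-producing arrays, and 14.48 and 15.56 among eggless arrays.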

**Figure 3:**
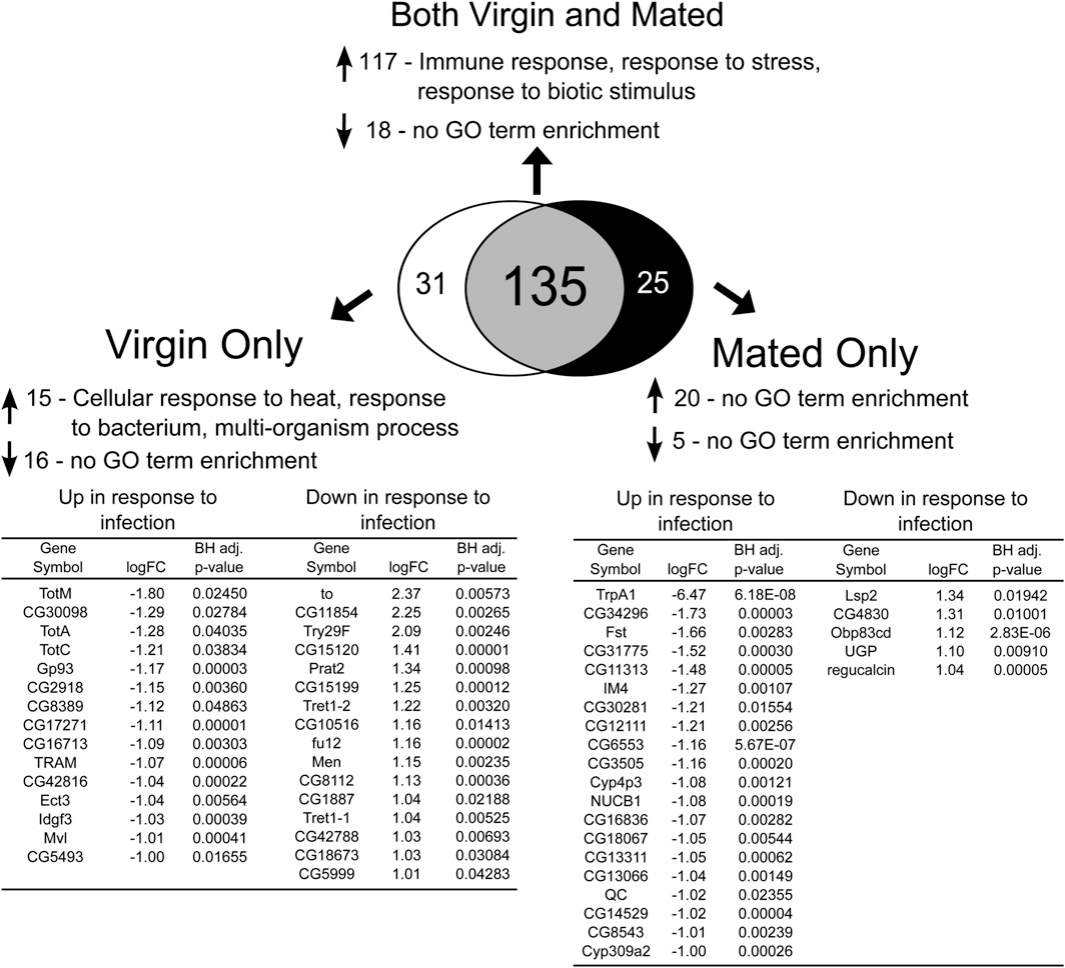
The effect of infection on transcript abundance in virgin and mated eggless females. We assayed for genes that exhibited significant 2-fold or greater differences in transcript abundance in virgin uninfected *vs.* virgin infected treatments and in mated uninfected *vs.* mated infected treatments. We then determined which genes change significantly in transcript abundance due to infection in both virgin and mated females, only in virgins, or only in mated females. Fold change values are in log_2_ units, and are expressed as uninfected minus infected signal; therefore, a negative logFC represents increased expression in response to infection whereas a positive logFC represents decreased expression in response to infection. In instances in which more than one probe for a particular gene showed significant change in expression, only the probeset with the largest fold change is listed. GO term enrichment was determined using GOrilla and REVIGO was used to reduce lists of GO terms to those least redundant. Upward-pointing arrows indicate genes with increased expression and downward-pointing arrows indicate genes with depressed expression. A Benjamini-Hochberg correction (Benjamini and Hochberg 1995) was performed to correct for multiple tests, and only GO terms that were significant after controlling for a false-discovery rate of 5% were retained.

**Table 2:** Biological process information for genes significantly altered by infection in virgin and/or mated eggless females

Gene list	GO Term	GO Term Description	Corrected *P* Value	No. Genes in GO Category
Up significantly after infection in both virgin and mated females	GO:0006952	Defense response	3.97E-39	38
	GO:0042742	Defense response to bacterium	3.13E-33	28
	GO:0006955	Immune response	8.09E-30	30
	GO:0009607	Response to biotic stimulus	1.03E-28	30
	GO:0002376	Immune system process	5.84E-28	30
	GO:0006950	Response to stress	2.67E-27	45
	GO:0051704	Multiorganism process	8.50E-25	31
	GO:0050896	Response to stimulus	2.97E-12	51
	GO:0009253	Peptidoglycan catabolic process	2.68E-11	8
	GO:0030203	Glycosaminoglycan metabolic process	1.09E-08	8
	GO:0016052	Carbohydrate catabolic process	2.12E-06	9
	GO:0005976	Polysaccharide metabolic process	6.97E-06	11
	GO:0009308	Amine metabolic process	5.12E-04	13
	GO:0043900	Regulation of multiorganism process	1.54E-03	6
	GO:0008063	Toll signaling pathway	1.59E-03	5
	GO:0035079	Polytene chromosome puffing	1.86E-03	3
	GO:0035080	Heat shock-mediated polytene chromosome puffing	1.91E-03	3
	GO:0009595	Detection of biotic stimulus	1.97E-03	3
	GO:0005975	Carbohydrate metabolic process	2.85E-03	13
	GO:0009057	Macromolecule catabolic process	5.61E-03	9
	GO:0080134	Regulation of response to stress	7.47E-03	6
	GO:0061060	Negative regulation of peptidoglycan recognition protein signaling pathway	2.45E-02	2
	GO:0009056	Catabolic process	4.90E-02	12
Down significantly after infection in both virgin and mated females	No enrichment			
			
Up significantly after infection in only virgin females	GO:0034605	Cellular response to heat	1.81E-02	3
	GO:0009617	Response to bacterium	3.28E-02	4
	GO:0051704	Multiorganism process	3.10E-02	5
Down significantly after infection in only virgin females	No enrichment			
Up significantly after infection in only mated females	No enrichment			
Down significantly after infection in only mated females	No enrichment			

GO, Gene Ontology; UV, ultraviolet.

### The effect of mating status on expression of infection-responsive genes

We and others have shown that mated females suffer reduced ability to defend against systemic infection relative to virgin females (Fedorka *et al.* 2007; Short and Lazzaro 2010; Short *et al.* 2012), and this effect is eliminated when the females fail to produce eggs. We hypothesized that virgin females may exhibit gene expression differences after infection that differ from those of mated females, which could inform the nature of the physiological trade-off we have observed between reproduction and immune defense. Changes seen in egg-producing females that are not observed in eggless females may indicate germline-dependent elements of the trade-off.

There were 53 genes whose expression was significantly affected by infection in virgin but not mated females (comparison A but not comparison B in Figure 1; Figure 2). Of these 53 genes, 28 of them were up-regulated by infection, whereas 25 of them were down-regulated. 

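By the thresholds used here, 23 genes were called higher and 28 lower in virgin but not mated females. *Vm34Ca* is among the 28 under both of its array names, Vm34Ca and IP02754. The 54 probes behind these 51 genes all changed in the same direction in mated females, with a median absolute log2 fold change of 1.25 in virgin and 0.75 in mated females. Tested for a difference in response by the interaction term in limma, 25 of the 54 probes had an unadjusted p under 0.05, 17 had an adjusted p under 0.05 when adjusted over the list alone, and 0 when adjusted over all 32162 probes. The list was chosen on these same arrays, so the adjustment over the list alone is not independent evidence. The difference was at least 2-fold for 10 of the 54 probes. The count of genes called higher ranged from 12 without replicate 1 to 40 with a normexp offset of 0, and the count called lower from 5 without replicate 1 to 51 in the processed signal.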

GO analysis on the genes corresponding to up-regulated probesets revealed no enrichment of particular biological processes (Figure 2, Table 1). However, genes involved in vitelline membrane and egg coat formation were enriched within the group of down-regulated genes (Figure 2, Table 1). This enrichment was primarily due to virgin-specific reductions in transcript abundance for the genes *Vm32E* (down 13.74-fold), *Vm34Ca* (down a maximum of 7.89-fold), *Vml* (down 7.06-fold), and *Vm26Ab* (down 4.47-fold) (Figure 2, Table S1). These data suggest that nonreproductive (*i.e.*, virgin) females preferentially suppress expression of genes in egg formation when faced with systemic bacterial infection. These genes are not significantly affected by infection in mated females (with the exception of one probeset for *Vml*; Table S1), likely because mated females continue to produce mature eggs even while combating infection (McKean *et al.* 2008).

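In virgin females, *Vm32E*, on chromosome 2L of dm3 from 11171274 to 11171333, fell by 3.31 on the log2 scale (standard error 0.64, adjusted p = 0.0443 from limma), a 9.93-fold fall. It had usable spots on 10 of the 12 arrays, and the fall was seen in each of the 2 same-numbered pairs that could be formed. *Vm34Ca*, from 13411170 to 13411229, fell by 2.98 (standard error 0.46, adjusted p = 0.0062) at its most changed probe, a 7.92-fold fall, and all 3 of its probes were called. *Vm26Ab*, from 5957567 to 5957626, fell by 2.17 (standard error 0.25, adjusted p = 0.000966), a 4.51-fold fall. *Vml* fell 6.53-fold. The call of *Vm32E* was lost with normexp offsets of 0 and 16 (adjusted p = 0.0721 and 0.0525), in the processed signal (0.145), and with its probes averaged (0.787). That average took only its other probe, which did not respond, on the 2 arrays where this one was left out, which mixes signal levels of different probes. Without replicate 1 or without replicate 2, *Vm32E*, *Vm34Ca*, and *Vm26Ab* were not called, and without replicate 3 all of them were.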

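In mated females the log2 fold change was -1.93 for *Vm32E* (standard error 0.64, adjusted p = 0.293 from limma), -0.76 for *Vm34Ca* (standard error 0.46, adjusted p = 0.70), and -0.86 for *Vm26Ab* (standard error 0.25, adjusted p = 0.161). Both probes of *Vml* were called lower in mated females, the less changed one by -1.30 (adjusted p = 0.0484).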

We performed a reciprocal analysis to identify changes in gene expression in response to infection that were significant only in mated females but not in virgins (significant in comparison B but not in comparison A in Figure 1). We found 62 genes whose expression was significantly altered by infection in mated females only (Figure 2). Of these 62 genes, 36 were up-regulated by infection whereas 26 were down-regulated (Figure 2). 

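The same thresholds called 45 genes higher and 28 lower in mated but not virgin females here. The median absolute log2 fold change of the 80 probes behind them was 1.27 in mated and 0.75 in virgin females, and 79 of the 80 changed in the same direction in both. For 41 probes the interaction term had an unadjusted p under 0.05 in limma. After adjustment over the list alone, which was chosen on the same arrays, 29 passed 0.05, and after adjustment over all probes 1 did, a probe of *CG31775*. A difference of at least 2-fold was found for 17 of the 80. The number of genes called higher was lowest without replicate 2, at 28, and the number called lower was lowest without replicate 1, at 11.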

We found no GO categories enriched within either the up-regulated or down-regulated genes, nor in the entire set of 62 genes (Table 1). Nonetheless, we note that expression of multiple genes that have previously been shown to be induced by infection were significantly increased in response to infection in mated females but not in virgins, including *IM2*, *IM3*, *IM4*, and *IM23* (Uttenweiler-Joseph *et al.* 1998), and also *yellow-f* (De Gregorio *et al*, 2001) (Figure 2). This was somewhat surprising given that mated females have lower immune defense than virgin females. 

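*IM2* changed by 1.31 in mated females (standard error 0.22, adjusted p = 0.0108 from limma) and by 0.76 in virgin females (standard error 0.22, adjusted p = 0.183). *IM4* changed by 1.5 in mated females (adjusted p = 0.00212), where 2 of its 4 probes were called, and its brightest probe changed by 0.84 in virgin females (adjusted p = 0.0141), where no probe was called. *IM23* changed by 2.53 in mated females (standard error 0.45, adjusted p = 0.0138) and by 2.04 in virgin females (standard error 0.45, adjusted p = 0.0508). In virgin females *IM23* passed the threshold with a normexp offset of 16, quantile normalization over all 24 arrays, dim probes left out, the replicate block (adjusted p = 0.045), and an intensity trend, with adjusted p-values from 0.0278 to 0.0497. *yellow-f* was called in both, with log2 fold changes of 1.46 in mated (standard error 0.20, adjusted p = 0.00285) and 1.62 in virgin females (standard error 0.13, adjusted p = 0.000118), as was *IM3*. All of these genes rose in 3 of 3 same-numbered pairs in both. The calls of *IM2*, *IM4*, *IM23*, and *yellow-f* in mated females were all lost without replicate 2.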

At 10 hr after infection, when we assayed gene expression, mated females did not have greater levels of bacteria than virgin controls (Figure S1); therefore, we think it is unlikely that this higher immune gene transcript abundance reflects increased positive stimulation of the immune system through higher pathogen load.

We performed these same analyses in eggless females (Figure 3) and found multiple instances in which gene expression changes differed from those of egg-producing females (Figure 2). 

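In eggless females, 16 genes were called higher and 17 lower in virgins only, and 19 higher and 5 lower in mated females only. Of these, 2 and 3 were also on the virgin-only lists of egg-producing females, and 7 and 1 on the mated-only lists. All 41 virgin-only and all 26 mated-only probes changed in the same direction in the other mating status, with median absolute log2 fold changes of 1.14 against 0.91 and 1.09 against 0.91. The interaction term had an unadjusted p under 0.05 in limma for 10 of the 41 and 9 of the 26 probes. Adjusted over the list alone, 3 and 8 passed 0.05, and adjusted over all probes 0 of either list did. Whether a gene was on the list of one kind of female and not the other was not itself tested. The eggless lists depended on single replicates, the genes called higher in virgins only ranging from 11 without replicate 2 to 43 without replicate 3.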

We found that eggless females show a virgin-specific increase in genes enriched for “cellular response to heat,” “response to bacterium,” and “multiorganism process” (Figure 3, Table 2). Enrichment of these GO categories can be attributed to virgin-specific changes in *Tot* gene expression, as described previously (Figure 3). In addition, eggless females predictably do not show altered expression of genes encoding vitelline membrane or chorion proteins after infection regardless of mating status (Figure 3, Table S2). This is not unexpected because the germline-less females do not produce eggs, but it does provide a clear example of a germline-dependent difference in the transcriptional response to infection of virgin and mated females. This finding is consistent with our model that post-mating suppression of immune defense is related to energetic expenditure on the production of fertile eggs (Short *et al.* 2012), and a logical extension is that females who produce proportionally more eggs may suffer immunologically to a greater degree.

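The log2 fold changes of *Vm26Aa*, *Vm26Ab*, *Vm26Ac*, *Vm34Ca*, *Vm32E*, *Vml*, *dec-1*, and *psd* after infection of eggless females lay between -0.13 and 0.07 in virgin females and between -0.12 and 0.02 in mated females. These are values of the brightest probe of each gene. None of the 8 was called in limma at an adjusted p under 0.05, and 0 of the 16 values had an unadjusted p under 0.05. The smallest adjusted p of these was 0.353, for *Vm26Ac* in virgins at -0.09 (standard error 0.04). The signal left little room to measure a fall: *Vml* was well above background on 0 of the 12 eggless arrays, *Vm26Ab* on 0 of 3 arrays of either virgin group and 1 of 3 of either mated group, and *Vm26Aa* on 0 to 2 of 3 arrays per group. The brightest probes of *Vm26Ac*, *Vm34Ca*, *Vm32E*, *dec-1*, and *psd* were well above background on all 12. For 2 genes the probe with the largest fall in infected egg-producing virgins is another, well above background on 7 of 12 eggless arrays for *psd* and on 4 of 12 for *Vm34Ca*. That probe of *psd* rose by 0.08 in virgin and 0.12 in mated eggless females (adjusted p = 0.25 and 0.099), and the remaining probe of *Vm34Ca* changed by -0.14 in mated females (adjusted p = 0.266). These 3 values had an unadjusted p under 0.05, and none was called.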

In addition to querying probesets that were significantly altered by infection in one mating status but not the other, we were also interested in identifying probesets that differed quantitatively in the degree to which expression changed between virgin and mated females. We first assessed this in egg-producing females by identifying genes for which the absolute value of comparison A (Figure 1) minus comparison B (Figure 1) was greater than 1.0, indicating at least a 2-fold difference in response to infection in virgins *vs.* mated females (Table S3). There were 335 genes that met this criterion. 

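The difference between the infection response of virgin and mated egg-producing females was over 2-fold for 216 genes. It had an unadjusted interaction p under 0.05 in limma for 63 of these. Over all 32162 probes, 1435 had an unadjusted p under 0.05, fewer than the share of 0.05 that chance alone would give. After Benjamini-Hochberg adjustment over all probes, 1 probe passed 0.05. That probe is 1 of 3 of *CG31775*, whose response changed by 0.47 in virgin and 2.45 in mated females, a difference of -1.98 (standard error 0.15, adjusted p = 0.00218). It was well above background on 4 of the 12 arrays, so these values rest partly on signal near background. The count of 216 moved more with the processing than any other count of egg-producing females. It was 363 with a normexp offset of 16, 385 with outlying spots kept, 566 in the deposited table, and 4369 in the processed signal, and it ranged from 108 without replicate 3 to 501 without replicate 1. The count with an unadjusted p under 0.05 ranged from 42, with names held in the RefSeq table, to 572, in the processed signal. It was 86 in the deposited table and 69 to 81 with a replicate left out. With a normexp offset of 0 it made up 0.472% of the 22250 gene names of the array design, against 0.283% for the 63.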

We found that for 68 of these genes, the virgin response to infection was significantly different from the mated response to infection at a nominal (uncorrected) p-value of 0.05 (Table S3). GO analysis of the 335 genes showed significant enrichment for four Biological Process terms: “defense response to gram-positive bacterium,” “defense response,” “ATP biosynthetic process,” and “vitelline membrane formation involved in chorion-containing eggshell formation” (Table 3).

**Table 3:** Biological process information for genes showing change in transcript levels due to infection that differ by 2-fold or greater in virgin *vs.* mated egg-producing females

GO Term	GO Term Description	Corrected *P* Value	Genes in GO Category
GO:0007305	Vitelline membrane formation involved in chorion-containing eggshell formation	4.03E-04	Vm26Aa, Vm26Ab, Vml,
			Vm34Ca, Vm32E, closca
GO:0050830	Defense response to Gram-positive bacterium	2.82E-03	sphinx2, AttA, AttB, AttC,
			AttD, PGRP-SD, TotM
			CG30098
GO:0006754	ATP biosynthetic process	2.63E-02	Ca-P60A, CG17300, CG5389,
			ATPsyn-gamma, CG12027, ATP7
GO:0006952	Defense response	4.51E-02	sphinx2, IM4, r2d2, CG30098,
			PGRP-SD, AttA, AttB, AttC,
			AttD, Gr28b, TepII, Eig71Eg,
			TotM, Tsf1

GO, Gene Ontology.

Multiple genes implicated in immune defense were differentially affected by infection in virgins compared with mated females (Table 3). 

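The infection response of *TepII*, on chromosome 2L of dm3 from 7693839 to 7693898, was 2.70 in virgin and 2.18 in mated egg-producing females at the probe that Table S3 lists. The difference of 0.52 had a standard error of 0.28 and did not reach an unadjusted p under 0.05 in limma, and its adjusted p over all probes was 0.895. Of the spots of this probe over the 12 arrays, 2 were marked as nonuniform or outlying and had been left out. With these spots kept the difference was 1.06, and in the deposited table it was 1.1, and in both it reached an unadjusted p under 0.05. With the replicate number as a block the difference stayed at 0.52 and reached it as well. The paper's qPCR put the responses in the other order, at 2.19 in virgin and 3.04 in mated females.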

The transcript level of *TepII* is significantly greater after infection in virgins relative to mated females (*P* < 0.05, Table S3). All of the *Attacin* genes and *TotM* are also more strongly induced in virgin females relative to mated females, although not significantly so (Table S3). 

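The response in virgin minus that in mated females was 1.09 and 1.02 for the 2 probes of *AttA* in Table S3, 1.03 for *AttB*, 1.20 for *AttC*, and 1.51 for *AttD*, with standard errors from 0.97 to 1.09 and adjusted p-values from 0.895 to 0.899 in limma. For *TotM* it was 1.33 (standard error 0.84), and only with the replicate number as a block did it reach an unadjusted p under 0.05. By the paper's qPCR, *AttA* rose by 6.16 in virgin and 7.05 in mated females, the other order, and *TotM* by 4.40 and 3.42.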

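*PGRP-SD* rose by 2.14 in virgin and 3.22 in mated egg-producing females, a difference of -1.07 (standard error 0.35). The probe of *IM4* in Table S3 changed by 0.08 and 1.16, a difference of -1.08 (standard error 0.48). The probe listed there for *r2d2*, which the array design names BG637711, changed by -1.1 in virgin and 0.23 in mated females (difference -1.33, standard error 0.59). For all 3 the interaction term in limma had an unadjusted p under 0.05 and an adjusted p of 0.895 over all probes. With the replicate number as a block, *IM4* and *r2d2* no longer reached an unadjusted p under 0.05. The difference of *PGRP-SD* was -0.71 in the processed signal and -0.99 in quantile normalization over all 24 arrays, under 2-fold. The probe of *Gr28b* changed by -0.40 and 0.20 (difference -0.59, standard error 0.44), with 2 of its spots left out as outlying. The probe of *sphinx2* was well above background on 2 of the 12 arrays, and 2 of its spots were left out as well. It changed by -0.09 in virgin and -0.08 in mated females, a difference of -0.01 (standard error 0.09, adjusted p = 0.981), which was -2.19 with those spots kept and -2.68 in the deposited table.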

*PGRP-SD* and *IM4* show significantly greater expression in mated females than in virgins (*P* < 0.05 in both cases, Table S3), whereas *sphinx2*, *r2d2*, and *Gr28b* are increased in response to infection in mated females but decreased in virgins (*r2d2 P* < 0.05, Table S3). These data reveal that virgins respond differently to infection than do mated females, although the differences are complex. The *Attacin* genes and *TepII*, which are induced to a greater degree in virgins, are directly involved in bacterial elimination. *PGRP-SD*, which is induced to a greater degree in mated females, is best characterized as encoding a protein that recognizes Gram-positive bacterial infection (Bischoff *et al.* 2004; Wang *et al.* 2008). *IM4* is induced in response to bacterial infection and its transcription depends on the same signaling pathways that regulate antimicrobial peptide gene expression (Uttenweiler-Joseph *et al.* 1998), but the function of IM4 protein is unknown. *sphinx2* is a serine protease homolog and a paralog of *sphinx1*. Toll immune signaling is strongly reduced when both *sphinx1* and *sphinx2* are simultaneously knocked down using RNAi, but it is not yet clear whether *sphinx2* has an effect on immunity independent of *sphinx1* (Kambris *et al.* 2006). *r2d2* is part of the RNA interference machinery of *Drosophila* and plays an important role in antiviral immunity but not antibacterial immunity, and given that we performed infections with a bacterial pathogen, the implications of this result are unclear (Wang *et al.* 2006). *Gr28b* is involved in immune defense (Ayres *et al.* 2008) likely due to its role in regulating feeding behavior, which also alters defense against certain bacterial pathogens (Ayres and Schneider 2009).

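The probe of *Ca-P60A* in Table S3 changed by -0.90 after infection in virgin and 0.30 in mated egg-producing females, a difference of -1.21 (standard error 0.48) that had an unadjusted p under 0.05 and an adjusted p of 0.895 in limma. Of the 5 probes of the gene, 1 differed by 2-fold, and with its probes averaged the difference was -0.31. For *ATPsyn-gamma* the difference at the listed probe was -0.05 (standard error 0.27, adjusted p = 0.980), with 3 spots left out as outlying, and -1.13 with them kept. For *ATP7* it was 0.06 (standard error 0.11, adjusted p = 0.932), with 2 spots left out, and 1.26 with them kept.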

The GO category “ATP biosynthetic process” contained genes encoding proteins with multiple roles in basic metabolic processes, such as ATP synthesis (*ATPsyn-gamma*) and ion transport (*Ca-P60A*, *ATP7*) (Table 3, Table S3), suggesting that basic metabolic functions may be differentially affected by infection depending on mating status.

Our list of genes showing differential expression in virgin *vs.* mated females after infection also included a number of vitelline membrane formation genes: *Vm26Aa*, *Vm26Ab*, *Vm34Ca*, *Vm32E*, *Vml*, and *closca* (Table 3, Table S3). Of these, *Vml*, *Vm26Ab*, and *Vm34Ca* all exhibited nominally significant expression changes (uncorrected *P* < 0.05, Table S3). 

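The response in virgin minus that in mated egg-producing females was -1.03 and -1.41 for the 2 probes of *Vml* (standard errors 0.34 and 0.41), -1.32 for *Vm26Ab* (standard error 0.35), and -2.23 and -1.24 for 2 probes of *Vm34Ca* (standard errors 0.65 and 0.40), whose other probe differed by -0.61. *Vm26Aa* differed by -2.21 (standard error 0.57). Apart from the last probe of *Vm34Ca*, each of these reached an unadjusted p under 0.05 for the interaction term in limma, and none passed 0.05 after adjustment over all probes, with an adjusted p of 0.895 for each. The deposited table keeps a spot of *Vm26Aa* that was left out here, and its difference there was -1.53, without an unadjusted p under 0.05. *Vm32E* differed by -1.39 (standard error 0.91), and by -2.20 with the replicate number as a block, where it reached an unadjusted p under 0.05. Averaged with its dim probe, it differed by 1.30. On the 2 arrays without the brighter probe, that average took the dim probe alone. It is therefore not the mean of the differences of its probes, -1.39 and -0.02. The probe of *closca* differed by -0.36 (standard error 0.24). By the paper's qPCR, *Vml* changed by -2.00 in virgin and -2.67 in mated females, the other order, and *Vm34Ca* by -2.32 and -1.02.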

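In egg-producing females, *Vm26Aa*, *Vm26Ab*, *Vm26Ac*, *Vm34Ca*, *Vm32E*, and *Vml* were all called higher after mating in both uninfected and infected females. The log2 fold changes ran from 2.31 for *Vm26Aa* (standard error 0.40, adjusted p = 0.00177 from limma) to 5.02 for *Vm26Ac* (standard error 0.25, adjusted p = 2.93e-06) in uninfected females. In infected females they ran from 4.01 for *Vm26Ab* (standard error 0.25, adjusted p = 4.55e-06) to 6.21 for *Vml* (standard error 0.29, adjusted p = 1.52e-06). Each rose in every same-numbered pair that could be formed. Without replicate 1, 2 of the 6 lost their calls in uninfected females, and with its probes averaged *Vm32E* lost its call in infected females, at 1.89. On the 2 arrays that lack its brighter probe, that average took the dim probe alone.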

For all six vitelline membrane genes (the five above plus *Vm26Ac*), transcript abundance was greater in mated females compared to virgins, which is expected given that mated females actively produce higher numbers of eggs (Figure 4). We also found that, for all six genes, transcript abundance was reduced in response to infection in both mated and virgin females, which is consistent with a physiological trade-off between immune defense and reproduction (Figure 4). This reduction was more extreme in virgin females than in mated females in five out of six genes (Figure 4), which suggests that virgin females may improve their immune defense by withdrawing resources that would otherwise be spent on reproduction, whereas mated females may not have that option.

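Averaged over the 6 genes of Figure 4, with the probes of a gene averaged first, the log2 fold change after infection was -2.18 in virgin females and -1.13 in mated females, a difference of -1.04. The response was more negative in virgin females for 5 of the 6 genes. *Vm26Ac* was the other, with a difference of 0.54 that turned to -0.21 in the processed signal. The 6 genes were chosen in the paper on these samples. *Vm32E* has 2 probes here, of which 1 did not respond (-0.02 in virgin females). With dim probes left out, which removes that probe, the averages were -2.45 and -1.29, a difference of -1.16. The responding probe of *Vm32E* lacks 2 arrays, so it entered these averages but neither the set test nor the exact test below, where the gene counts only through the other probe. A set test, limma fry, passed 0.05 for both responses and for their difference, over 9 of the 10 probes. Over the probes measured on all 12 arrays, the difference was -0.93 ± 0.53 (SD, n = 3 replicates) and negative in 3 of 3 replicates. The exact sign-flip test over these 3 replicates gave p = 0.25 (two-sided), the smallest value that 3 replicates allow. This exact test was added after the fit had been seen. The difference remained negative under every alternative, but fry no longer passed 0.05 in quantile normalization over all 24 arrays, at -0.90, with the probes of a gene averaged before the fit, at -0.75, without replicate 1, at -1.18, and without replicate 2, at -0.67. Averaging before the fit took the dim probe of *Vm32E* alone on the 2 arrays that lack the other. Without replicate 3 fry passed 0.05, at -1.28. Without replicate 1 it also no longer passed 0.05 for the response of mated females, at -1.05, while that of virgin females passed under every alternative. From the larger reduction in virgin females, the paper proposes that virgins may withdraw resources from reproduction to improve their immune defense, an option that mated females may lack.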

**Figure 4:**
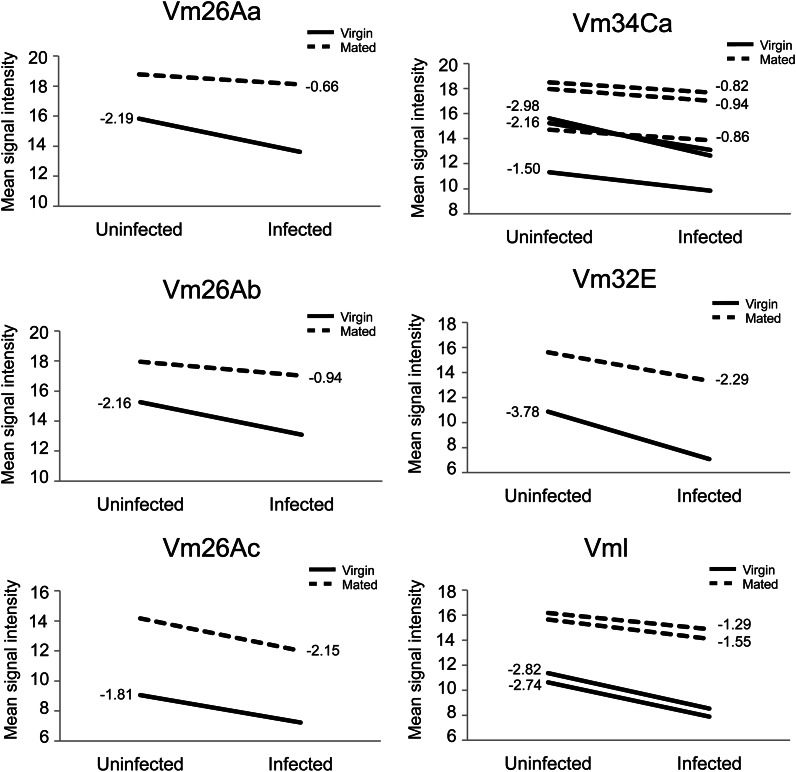
Vitelline membrane transcript abundances decrease after infection in egg-producing females. For all probesets that mapped to vitelline membrane genes, we determined averaged normalized signal intensity across all three biological replicates for each treatment. Only a single probeset exists on the array for Vm26Aa, Vm26Ab, Vm26Ac, and Vm32E, but Vm34Ca has three probesets and Vml has two. We then determined the change in mean signal intensity due to infection for virgin and mated females. These values are plotted to the left of each virgin line (solid) and to the right of each mated line (dashed) for each gene.

Vitelline membrane proteins are secreted during stages 8-10 of oogenesis by somatic follicle cells that surround the oocyte (Burke *et al.* 1987; Gigliotti *et al.* 1989). They form the vitelline membrane, the innermost layer of the *Drosophila* eggshell (Margaritis *et al.* 1980). The decrease in transcript abundance was more pronounced in virgin females relative to mated females. It is tempting to speculate that virgins may slow or alter oocyte progression when infected in a way that improves their ability to fight infection, and that it may be maladaptive or physiologically impossible for mated females to do the same. This infection-induced reduction in vitelline membrane transcripts could be the indirect result of a reallocation of resources toward immune defense and away from reproduction, or it may be the result of antagonistic signaling between the immune system and egg production. However, the nature of any interaction between vitelline membrane gene expression and immune defense, whether direct or indirect, will require further investigation.

We also identified genes that exhibited different magnitudes of expression change in response to infection in virgins *vs.* mated females using females that lack germlines. This contrast was measured as the absolute value of (comparison A – comparison B) being greater than 1.0. We found only 32 genes that met this basic criterion (Table S4). Of these 32, only six genes showed a nominally significant difference in expression between virgin and mated eggless females (uncorrected *P* < 0.05, Table S4). 

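In eggless females the difference in infection response between virgin and mated females was over 2-fold for 18 genes, of which 8 had an unadjusted interaction p under 0.05 in limma. Over all 32162 probes, 624 had an unadjusted p under 0.05, fewer than the share of 0.05 that chance alone would give. In limma 1 had an adjusted p under 0.05, at 0.0261, with a difference under 2-fold. The count of 18 was 43 with a normexp offset of 0, 62 in the deposited table, and 991 in the processed signal, and it ranged from 21 without replicate 1 to 38 without replicate 3.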

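The lists of genes with a difference over 2-fold shared 6 names between egg-producing and eggless females: *to*, *CG31775*, and 4 transcripts that the array design lists by TC numbers. With an unadjusted p under 0.05 in both, *CG31775* and TC250135 were shared. For *to*, on chromosome 3R of dm3 from 21067031 to 21067090, expression in egg-producing females changed after infection by -2.07 in virgins (standard error 0.25, adjusted p = 0.00134 from limma) and by -0.74 in mated females (standard error 0.25, adjusted p = 0.262). The difference of -1.32 (standard error 0.35) had an unadjusted p under 0.05. In eggless females *to* changed by -2.37 in virgins (standard error 0.39, adjusted p = 0.00611) and -1.34 in mated females (standard error 0.39, adjusted p = 0.103), a difference of -1.03 (standard error 0.55) that reached an unadjusted p under 0.05 only with the replicate number as a block. With that block the fall in mated eggless females had an adjusted p of 0.00064. The most different probe of *CG31775* had a difference of -3.32 (standard error 0.48, adjusted p = 0.355) in egg-producing females, and another probe had one of -1.45 (standard error 0.29, adjusted p = 1.00) in eggless females. The probe of *CG32971* in Tables S3 and S4 differed by -1.21 (standard error 0.75) in egg-producing and by -0.02 (standard error 0.05) in eggless females. In the latter 1 of its spots was left out as outlying, and with that spot kept the difference was 0.92.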

Notably, three genes from the list of 32 were also significant in this same comparison in egg-producing females (*takeout*, CG31775, CG32971). *Takeout* (*to*) shows sequence similarity with *Manduca sexta* juvenile hormone binding protein and has been hypothesized to act as a carrier of juvenile hormone (Sarov-Blat *et al.* 2000; Meunier *et al.* 2007). *to* is also implicated in the regulation of feeding behavior (Sarov-Blat *et al.* 2000). *to* expression is down-regulated in response to infection more strongly in virgins relative to mated females in both egg-producing and eggless females. Feeding behavior has the potential to affect immune defense (Ayres and Schneider 2009), but egg-producing, mated females are likely to have greater nutritional requirements than virgins. In general, the fact that eggless and egg-producing females share so few genes that change expression suggests that most of the differences we observed in egg-producing females (Table 3, Table S3) may in some way be contingent on the presence of a germline.

### The effect of infection status on expression of mating-responsive genes

Given that mated females suffer reduced systemic immune defense relative to virgins (Fedorka *et al.* 2007; Short and Lazzaro 2010), we were interested in identifying changes in gene expression that occur with mating in uninfected (comparison C in Figure 1, Table S1) and/or infected females (comparison D in Figure 1, Table S1). In several microarray studies, authors have investigated the differences in transcript abundance due to mating in females outside the context of infection (*e.g.*, Lawniczak and Begun 2004; McGraw *et al.* 2004,^2008^; Innocenti and Morrow 2009). These studies have reported up-regulation of a small number of immunity genes in response to mating, including increases in baseline expression of antimicrobial peptide genes that could potentially confer increased protection against infection. This result is seemingly in conflict with the observation that mated females perform more poorly than virgins in response to systemic bacterial infection (Fedorka *et al.* 2007; Short and Lazzaro 2010). However, all females used in these previous studies were uninfected. We specifically measured mating-induced changes in infected flies in addition to uninfected flies because we hypothesized that an ongoing infection may alter the female’s capacity to initiate her reproductive program.

In our study, females were assayed at 12.5 hr after mating cessation for expression of genes significantly altered by mating in one or both infection states (comparison C and/or D in Figure 1, Figure 5, Table S1). There were 489 genes whose expression was altered by mating in both uninfected (comparison C in Figure 1) and infected females (comparison D in Figure 1, Table S1). Of these, 286 genes were significantly up-regulated in both uninfected and infected females and 203 genes were significantly down-regulated in both treatments (Figure 5, Table S1). 

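After mating, 453 probes were called higher and 329 lower in uninfected egg-producing females, and 650 were called higher and 489 lower in infected egg-producing females. In both, 304 genes were called higher and 193 lower. The largest fall in both was that of *CG13091*, on chromosome 2L of dm3 from 8521647 to 8521706, by -3.43 in uninfected and -3.38 in infected females (standard error 0.18 for each, adjusted p = 3.98e-06 and 2.50e-06 from limma). *CG34040* changed by -2.73 and -3.25 (standard error 0.37 for each, adjusted p = 0.00041 and 9.91e-05). Both fell in 3 of 3 same-numbered pairs and were called with each replicate left out. The processed signal moved these lists most, to 1029 genes higher and 115 lower in both, and put the median change of all probes at 0.20 in uninfected and 0.62 in infected females.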

A large number of genes were specifically altered in either uninfected or infected females. There were 101 genes significantly up-regulated and 101 genes significantly down-regulated after mating in uninfected females, but mating did not significantly alter the expression of these 202 genes in infected females (Figure 5, Table S1). 

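Called after mating in uninfected but not in infected egg-producing females were 88 genes higher and 87 lower. Leaving out a replicate changed these counts to between 89 and 102 and between 64 and 96. A normexp offset of 0 called 132 genes lower. Whether the response to mating differed between uninfected and infected females is the same interaction term as for infection, which limma called for 1 probe among all.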

Reciprocally, there were 225 genes that were up-regulated and 288 genes down-regulated in response to mating in infected females only (Figure 5, Table S1).

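Called after mating in infected but not in uninfected females were 265 genes higher and 230 lower. With a replicate left out these counts lay between 237 and 299 and between 224 and 246. In the processed signal 2265 genes were called higher and 74 lower, and with quantile normalization over all 24 arrays 138 were called lower.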

**Figure 5:**
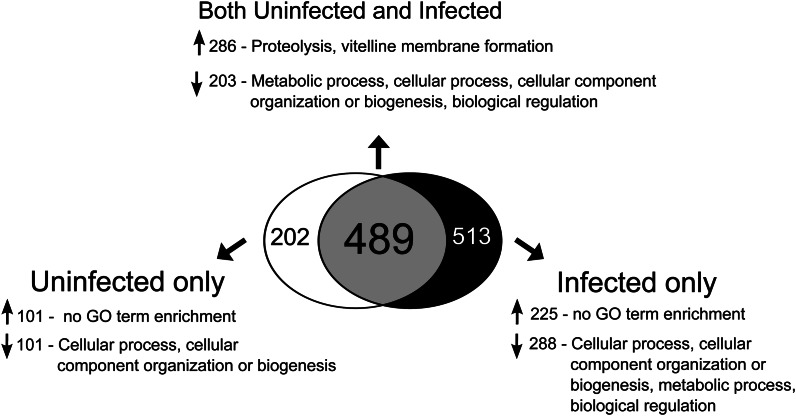
The effect of mating on transcript abundance in uninfected and infected females. We assayed for genes that showed significant twofold or greater differences in transcript abundance in virgin uninfected *vs.* mated uninfected treatments and in virgin infected *vs.* mated infected treatments. We then determined which genes change significantly in transcript abundance due to mating in both uninfected and infected females, only in uninfected, or only in infected females. GO term enrichment was determined for each set of genes using GOrilla, and REVIGO was used to reduce lists of GO terms to those least redundant. Upward-pointing arrows indicate genes with increased expression and downward-pointing arrows indicate genes with depressed expression. A Benjamini-Hochberg correction (Benjamini and Hochberg 1995) was performed to correct for multiple tests, and only GO terms that were significant after controlling for a false discovery rate of 5% were retained.

We tested for enrichment of GO terms among the genes whose expression was significantly altered by mating in the uninfected and/or infected females (Table 4). Among the genes with increased expression in both uninfected and infected females, we found enrichment of transcripts that function in proteolysis and formation of the vitelline membrane. We compared our results to those of McGraw *et al.* (2008), who assayed mating-induced changes in gene expression in uninfected females at approximately 12 hr after mating. This is similar to our time-point of approximately 12.5 hr post-mating. In McGraw *et al.* (2008), only 13 genes were found to change twofold or more after mating. Similar to our results (Table S1), McGraw *et al*. (2008) reported increased expression in genes involved in vitelline membrane formation (*Vm26Aa*, *Vm26Ab*, and *Vm34Ca*). They also reported increased expression in yolk protein genes (*Yp1* and *Yp2*) and an odorant binding protein (*Obp99a*), which we found to be significantly affected by mating in our study as well (Table S1).

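After mating, *Yp1* changed by 0.01 in uninfected females (standard error 0.13, adjusted p = 0.976 from limma) and 0.35 in infected females (standard error 0.13, adjusted p = 0.074), and was not called in either under any alternative. *Yp2*, on chromosome X of dm3 from 9945088 to 9945147, changed by 1.08 and 1.25 (standard error 0.10 for each, adjusted p = 4.13e-05 and 1.38e-05). *Obp99a* changed by 1.05 (standard error 0.19, adjusted p = 0.0024) and 1.58 (standard error 0.22, adjusted p = 0.000317), and its change in uninfected females was 0.88 with its probes averaged.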

**Table 4:** Biological process information for genes significantly altered by mating in uninfected and/or infected egg-producing females

Gene List	GO Term	GO Term Description	Corrected *P* Value	No. Genes in GO Category
Up significantly after mating in both uninfected and infected females	GO:0006508	Proteolysis	2.41E-13	51
	GO:0007305	Vitelline membrane formation involved in chorion-containing eggshell formation	4.93E-08	8
	GO:0043062	Extracellular structure organization	6.61E-05	9
	GO:0022412	Cellular process involved in reproduction in multicellular organism	5.62E-06	10
	GO:0010927	Cellular component assembly involved in morphogenesis	1.92E-03	10
Down significantly after mating in both uninfected and infected females	GO:0006259	DNA metabolic process	7.71E-14	28
	GO:0007051	Spindle organization	3.15E-08	21
	GO:0006996	Organelle organization	1.30E-06	42
	GO:0051276	Chromosome organization	1.70E-06	21
	GO:0007059	Chromosome segregation	1.92E-06	13
	GO:0090304	Nucleic acid metabolic process	4.76E-05	34
	GO:0006260	DNA replication	4.89E-05	10
	GO:0010564	Regulation of cell-cycle process	4.92E-05	15
	GO:0006139	Nucleobase-containing compound metabolic process	5.02E-05	39
	GO:0007010	Cytoskeleton organization	5.15E-05	25
	GO:0007017	Microtubule-based process	8.83E-05	23
	GO:0051726	Regulation of cell cycle	1.81E-04	17
	GO:0006270	DNA-dependent DNA replication initiation	1.92E-04	5
	GO:0034641	Cellular nitrogen compound metabolic process	1.92E-04	41
	GO:0006310	DNA recombination	6.89E-04	7
	GO:0051382	Kinetochore assembly	8.62E-04	3
	GO:0009132	Nucleoside diphosphate metabolic process	1.41E-03	4
	GO:0009220	Pyrimidine ribonucleotide biosynthetic process	1.51E-03	4
	GO:0070925	Organelle assembly	1.67E-03	7
	GO:0006807	Nitrogen compound metabolic process	1.96E-03	41
	GO:0009949	Polarity specification of anterior/posterior axis	5.18E-03	3
	GO:0071840	Cellular component organization or biogenesis	5.19E-03	46
	GO:0051313	Attachment of spindle microtubules to chromosome	5.32E-03	3
	GO:0006165	Nucleoside diphosphate phosphorylation	5.77E-03	3
	GO:0051383	Kinetochore organization	8.49E-03	3
	GO:0065003	Macromolecular complex assembly	8.56E-03	11
	GO:0065001	Specification of axis polarity	8.68E-03	3
	GO:0006333	Chromatin assembly or disassembly	8.68E-03	5
	GO:0051303	Establishment of chromosome localization	1.20E-02	4
	GO:0046939	Nucleotide phosphorylation	1.85E-02	3
	GO:0072527	Pyrimidine-containing compound metabolic process	2.09E-02	4
	GO:0006974	Response to DNA damage stimulus	2.28E-02	12
	GO:0045035	Sensory organ precursor cell division	2.31E-02	3
	GO:0000910	Cytokinesis	2.33E-02	7
	GO:0033043	Regulation of organelle organization	2.48E-02	9
	GO:0001709	Cell fate determination	3.10E-02	8
	GO:0043933	Macromolecular complex subunit organization	3.12E-02	11
	GO:0009994	Oocyte differentiation	3.13E-02	3
	GO:0044260	Cellular macromolecule metabolic process	3.32E-02	47
	GO:0001964	Startle response	4.86E-02	3
Up significantly after mating in only uninfected females	No enrichment			
Down significantly after mating in only uninfected females	GO:0051276	Chromosome organization	6.78E-11	20
	GO:0006325	Chromatin organization	1.61E-10	16
	GO:0034728	Nucleosome organization	1.37E-07	9
	GO:0065004	Protein−DNA complex assembly	2.24E-07	9
	GO:0071824	Protein−DNA complex subunit organization	3.61E-07	9
	GO:0006996	Organelle organization	5.52E-06	26
	GO:0043933	Macromolecular complex subunit organization	3.05E-05	12
	GO:0071840	Cellular component organization or biogenesis	4.71E-04	29
	GO:0007059	Chromosome segregation	2.06E-03	7
	GO:0048869	Cellular developmental process	9.17E-03	22
	GO:0006259	DNA metabolic process	1.60E-02	9
	GO:0071844	Cellular component assembly at cellular level	1.62E-02	12
	GO:0007049	Cell cycle	2.16E-02	6
	GO:0051726	Regulation of cell cycle	2.99E-02	9
	GO:0000082	G1/S transition of mitotic cell cycle	3.05E-02	3
	GO:0051310	Metaphase plate congression	3.65E-02	3
	GO:0030154	Cell differentiation	3.73E-02	15
Up significantly after mating in ONLY Infected females	No enrichment			
Down significantly after mating in only infected females	GO:0051276	Chromosome organization	1.83E-04	22
	GO:0007346	Regulation of mitotic cell cycle	4.29E-04	17
	GO:0051726	Regulation of cell cycle	6.68E-04	20
	GO:0006259	DNA metabolic process	1.68E-03	18
	GO:0045596	Negative regulation of cell differentiation	6.94E-03	11
	GO:0050794	Regulation of cellular process	8.05E-03	78
	GO:0006281	DNA repair	8.25E-03	10
	GO:0009794	Regulation of mitotic cell cycle, embryonic	8.78E-03	4
	GO:0065007	Biological regulation	9.06E-03	88
	GO:0050789	Regulation of biological process	1.01E-02	82
	GO:0007059	Chromosome segregation	1.05E-02	10
	GO:0044260	Cellular macromolecule metabolic process	1.09E-02	64
	GO:0006996	Organelle organization	1.18E-02	40
	GO:0010468	Regulation of gene expression	1.64E-02	38
	GO:0019222	Regulation of metabolic process	1.90E-02	45
	GO:0032880	Regulation of protein localization	2.15E-02	7
	GO:0051093	Negative regulation of developmental process	2.22E-02	11
	GO:0048519	Negative regulation of biological process	2.51E-02	31
	GO:0050793	Regulation of developmental process	3.48E-02	21
	GO:0006464	Protein modification process	3.99E-02	28
	GO:0048523	Negative regulation of cellular process	4.10E-02	27
	GO:0045132	Meiotic chromosome segregation	4.14E-02	6
	GO:0043412	Macromolecule modification	4.16E-02	29
	GO:0051017	Actin filament bundle assembly	4.38E-02	4
	GO:0042683	Negative regulation of compound eye cone cell fate specification	4.40E-02	2
	GO:0051301	Cell division	4.41E-02	9
	GO:0006325	Chromatin organization	4.42E-02	11
	GO:0043161	Proteasomal ubiquitin-dependent protein catabolic process	4.53E-02	4
	GO:0006348	Chromatin silencing at telomere	4.58E-02	2
	GO:0090068	Positive regulation of cell cycle process	4.64E-02	4
	GO:0045995	Regulation of embryonic development	4.72E-02	7
	GO:0071840	Cellular component organization or biogenesis	4.89E-02	53

The post-mating increases in vitelline membrane gene expression we found are expected given that vitelline membrane genes are highly expressed during the vitellogenic stages of oogenesis (stages 8−10; Burke *et al.* 1987; Gigliotti *et al.* 1989), and mated females are actively producing high numbers of vitellogenic oocytes at approximately12 hr post-mating when these measurements were taken (Heifetz *et al.* 2001).

Genes encoding proteolysis regulators could be involved in many possible post-mating functions, including the processing of seminal fluid proteins (*e.g.*, Pilpel *et al.* 2008). Proteolysis-regulator encoding genes also function in immunity, and act to regulate melanization and humoral immune signaling (Cerenius and Söderhäll 2004; Wang and Ligoxygakis 2006). 

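All 11 of the *Jonah* genes *Jon65Aii*, *Jon65Aiii*, *Jon65Aiv*, *Jon25Bi*, *Jon25Bii*, *Jon99Cii*, *Jon44E*, *Jon74E*, *Jon99Fi*, *Jon99Fii*, and *Jon66Ci* were called higher after mating in both uninfected and infected egg-producing females. *Jon25Bi*, on chromosome 2L of dm3 from 4954292 to 4954351, changed most, by 4.14 in uninfected and 3.68 in infected females (standard error 0.38 for each, adjusted p = 3.82e-05 and 5.28e-05 from limma). The smallest changes were 1.02 for *Jon65Aiii* in uninfected and 1.26 for *Jon74E* in infected females (standard error 0.14 for each). *Jon65Aiv* had 4 spots left out as outlying, and with these kept its adjusted p was 0.242 in uninfected and 0.113 in infected females. With quantile normalization over all 24 arrays, *Jon65Aiii* in uninfected and *Jon74E* in infected females fell under 2-fold, at 0.92 and 0.96.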

Many of the proteolysis genes we detected as being up-regulated by mating belong to the *Jonah* gene family (*Jon65Aii*, *Jon65Aiii*, *Jon65Aiv*, *Jon25Bi*, *Jon25Bii*, *Jon99Cii*, *Jon44E*, *Jon74E*, *Jon99Fi*, *Jon99Fii*, and *Jon66Ci*, Table S1). *Jonah* genes have previously been reported to be expressed only in the midgut (Akam and Carlson 1985). 

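After infection, *Jon99Fi*, on chromosome 3R of dm3 from 26315556 to 26315615, changed by -1.36 in virgin and -1.17 in mated egg-producing females (standard error 0.23 for each, adjusted p = 0.0139 and 0.0292 from limma). *Jon99Ci* changed by -1.40 in virgin females (standard error 0.23, adjusted p = 0.0112) and by -0.71 in mated females (standard error 0.23, adjusted p = 0.248). Both fell in 3 of 3 same-numbered pairs. With any replicate left out none of these calls held, and in the processed signal the call of *Jon99Fi* in mated females was lost, at -1.25.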

*Jonah* genes are down-regulated in response to infection (this study: *Jon99Fi* and *Jon99Ci*, Table S1; De Gregorio *et al.* 2001: *Jon44E*, *Jon25Bi*, *Jon25Bii*, *Jon99Fi*). The induction of *Jonah* genes by mating and their repression by infection may indicate one potential antagonistic pleiotropy between immunity and reproduction, perhaps mediated by differences in feeding behavior or nutritional uptake.

Genes with reduced transcript abundance after mating in both uninfected and infected females were enriched for many GO terms involved in cellular replication, including chromosome segregation, regulation of cell cycle, DNA replication, and spindle organization (Table 4). These and other related GO categories were also enriched among genes whose expression is repressed by mating specifically in uninfected females or specifically in infected females. It initially surprised us that these transcripts were reduced in abundance, given that oocyte production, which increases after mating, requires cell division and reorganization. However, mated females lay a large number of mature eggs shortly after mating, and because of this have fewer late-stage oocytes (stages 13−14) than virgins at the time of our assay (Heifetz *et al.* 2001). We hypothesized that many of these transcripts may actually be maternally deposited into late-stage oocytes and the apparent reduction in the transcript level of these genes may merely reflect the fact that the late-stage oocytes bearing these transcripts have already begun to be laid by mated females. To test this, we compared our list of down-regulated genes to two independently generated lists of maternal transcripts (Hooper *et al.* 2007; Tomancak *et al.* 2002, 2007) and found that 62.1% of the genes reduced due to mating in both uninfected and infected females have been identified as being maternally deposited into oocytes. Similarly, 61.5% of the genes whose transcript abundance was significantly reduced only in infected females and 42.6% of those reduced only in uninfected females are maternally deposited. Although this does not account for all of the genes showing reduced expression after mating in uninfected and/or infected females, we think that maternal deposition of transcripts into oocytes probably accounts for much of the observed result.

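The 234 probes called lower after mating in both uninfected and infected egg-producing females were set against the difference between egg-producing and eggless virgin uninfected females, with all 24 arrays normalized together. Their signal was higher in egg-producing females by a median of 3.27 on the log2 scale, and 95.7% of them were higher there. Across 10000 random lists of 234 probes matched on mean signal, the middle value of the list medians was -0.36, and 0 lists reached 3.27. Probes chosen in the same way on 2 replicates differed by a median of 3.21 to 3.29 on the arrays of the replicate left out, and 0 of 10000 lists reached any of the 3 medians. The 93 probes called lower in uninfected females only had a median difference of 2.13 and the 251 called lower in infected females only one of 2.03, and 0 of 10000 random lists reached either. In eggless females the 234 probes changed after mating by a median of -0.02 when uninfected and 0.00 when infected, and 5 of them were called lower. Their signal there was lower, which leaves less room for a fall, and 184 of the 234 were well above background on all 12 eggless arrays. The 347 probes called higher in both uninfected and infected egg-producing females had a median difference of -1.94 between egg-producing and eggless virgins. Lists of maternally deposited transcripts were not used here. From the share of reduced genes on such lists, the paper proposes that transcripts deposited into oocytes probably account for much of the reduction, since mated females had laid late-stage oocytes.

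**Figure D2:**
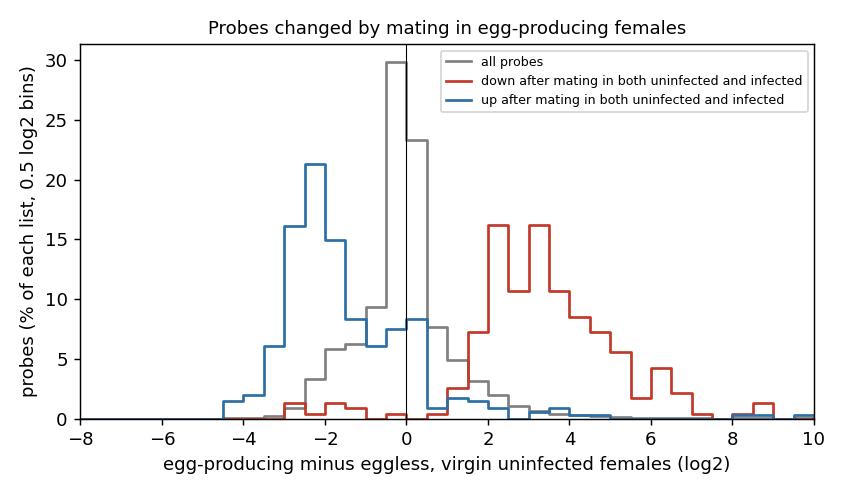
Percent of the probes in each list, in bins of 0.5 on the log2 scale, by the difference in normalized signal between egg-producing and eggless virgin uninfected females. The 234 probes lower after mating in both infection states center on 3.27, and all 32162 probes on -0.03.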

Although uninfected and infected females demonstrated generally similar patterns of change in transcript abundance after mating (Table 4), we note that the GO term “humoral immune response” (GO:0006959) was enriched among genes that showed increased transcript abundance after mating specifically in infected females, but it did not survive correction for multiple testing (*P* = 6.36 × 10^−5^, corrected *P* = 0.102, data not shown). Because our multiple testing correction was rather stringent, we thought that this result warranted further investigation. This GO term included two immune-induced molecules (*IM4* and *IM10*) and five genes with lysozyme activity (*LysB*, *LysC*, *LysD*, *LysE*, and *CG16799*) whose expression was significantly greater after mating in infected females but not in uninfected females (Table S1). 

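Probes were found by name for 6 of these genes, and not for *LysE*. All 6 were called higher after mating in infected egg-producing females and none in uninfected females. In infected and uninfected females, respectively, log2 fold changes were 1.1 and -0.22 for *IM4*, 1.16 and 0.37 for *IM10*, 2.13 and 1.37 for *LysB*, 1.77 and 1.09 for *LysC*, 1.82 and 1.08 for *LysD*, and 1.04 and 0.73 for *CG16799*. Adjusted p-values from limma ran from 8.20e-05 to 0.032 in infected females. In uninfected females, *CG16799* had an adjusted p of 0.00101 and was under 2-fold, and the adjusted p of the lysozyme genes *LysB*, *LysC*, and *LysD* ran from 0.103 to 0.124. The probes of *LysC* and *LysD* start at the same base of chromosome 3L of dm3, 1210725. *IM4* and *LysC* fell under 2-fold in infected females with their probes averaged, at 0.63 and 0.95, and *IM4* in uninfected females was 0.08 in the processed signal. Without replicate 1, 5 of the 6 calls were lost.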

The lysozyme genes up-regulated in response to mating comprise the *LysD*-like gene family, which is thought to be expressed only in the gut of adult flies (Daffre *et al.* 1994). It is possible that this result is related to infection-induced changes in the gut rather than being a direct result of systemic infection. Mating has been shown to increase food intake (Carvalho *et al.* 2006), and these gut-specific mating-induced changes in gene expression may be a result of altered feeding behavior.

In eggless females, mating itself induced very few transcriptional changes. 

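In eggless females, mating raised 16 probes and lowered 11 when uninfected and raised 5 and lowered 3 when infected, at the same thresholds. Without the fold limit, 324 and 26 probes had an adjusted p under 0.05 from limma. Tested directly on all 24 arrays and averaged over uninfected and infected females, the response to mating differed between egg-producing and eggless females at 676 probes.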

Only seven genes were altered after mating in both uninfected and infected eggless females (Figure 6). One of these genes was *Jon25Bi*, suggesting that the post-mating change in transcription of *Jonah* genes by egg-producing females is at least partly independent of the presence of a germline. 

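By gene, 3 were called higher and 3 lower after mating in both uninfected and infected eggless females. *Jon25Bi* changed by 1.15 in uninfected (standard error 0.17, adjusted p = 0.0117 from limma) and 1.21 in infected females (standard error 0.17, adjusted p = 0.0433) and rose in 3 of 3 same-numbered pairs. *CG32751* changed by 1.84 and 1.40 (adjusted p = 0.00172 and 0.02), and *CG34040* by -1.90 and -1.57 (adjusted p = 0.000961 and 0.00464). The call of *Jon25Bi* in infected females was lost with the replicate number as a block (adjusted p = 0.0603), in the processed signal (0.0573), and, under 2-fold at 0.98, with quantile normalization over all 24 arrays. With any replicate left out, 0 genes were called in both in either direction by limma. With all replicates, 2810 probes in uninfected and 1586 in infected females had an unadjusted p under 0.05. Chance alone would give a share of 0.05 of the 32162 probes tested, which the count in infected females did not exceed.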

Uninfected females exhibited increases in transcript abundance of genes enriched for mannose metabolism after mating, a result that was not observed in infected females after mating (GO term *P* = 7.52 × 10^−4^; Figure 6). It is possible that this may be indicative of germline-independent mating-induced changes in metabolism that fail to occur when the female is infected, though more data are needed to develop this interpretation beyond speculation.

**Figure 6:**
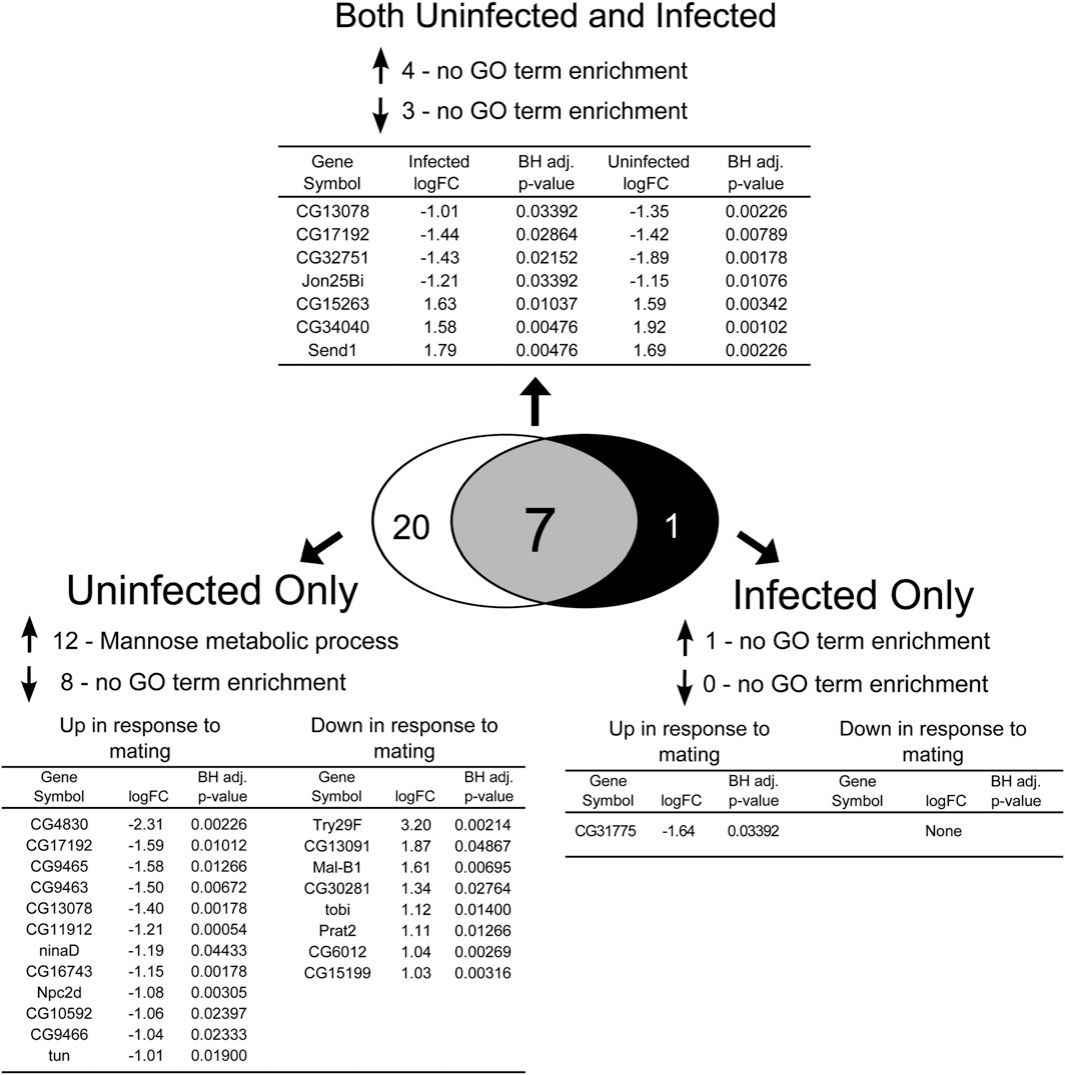
The effect of mating on transcript abundance in uninfected and infected eggless females. We assayed for genes that showed significant twofold or greater differences in expression in virgin uninfected *vs.* mated uninfected treatments and in virgin infected *vs.* mated infected treatments. We then determined which genes have significantly altered expression due to mating in both uninfected and infected females, only in uninfected females, or only in infected females. Fold change values are in log_2_ units and are expressed as virgin minus mated signal; therefore, a negative logFC represents increased expression in response to mating whereas a positive logFC represents decreased expression in response to mating. In instances in which more than one probe indicated a significant change in expression for a particular gene, the probeset with the largest fold change is listed. GO term enrichment was determined using GOrilla. Upward-pointing arrows indicate genes with increased expression and downward-pointing arrows indicate genes with depressed expression. A Benjamini-Hochberg correction (Benjamini and Hochberg 1995) was performed to correct for multiple tests, and only GO terms that were significant after controlling for a false-discovery rate of 5% were retained.

In this work, we identified changes in gene expression that occur in response to mating and infection with the goal of gaining a better understanding of the molecular mechanisms that contribute to post-mating immunosuppression in female *D. melanogaster*. We found several immune-related genes to be differentially affected by infection in virgin compared to mated females. These included opsonizing factors, antimicrobial peptides, and genes in the *Turandot* family, indicating multiple aspects of immune system activity that could potentially contribute to the reduced ability of mated females to resist and survive bacterial infection. We also found that females reduce expression of genes involved in vitelline membrane and chorion production upon infection, and that this effect is more pronounced in virgins than in mated females. This finding suggests that females may reduce investment in egg production to fight infection and that variation in immune defense may be in part dependent on the ability of females to alter their current reproductive output. Finally, we note that the expression of genes involved in feeding behavior (*takeout* and *Gr28b*) was differentially regulated after infection in virgins compared to mated females. We also found that a number of gut-specific genes were affected by mating status but in an infection-status specific manner (*Jon99Ci*, *LysD-like* genes). Although the full implications of these results remain to be explored, the initial observations suggest that the differences we see in immune defense between virgins and mated females may stem partially from differential changes in feeding behavior after mating and infection.

## Supplementary Material

Supporting Information

# Supplementary material for: Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster
**Source:** G3 (Bethesda). 2013 May 1;3(5):827–40. doi: 10.1534/g3.112.005306
**Supplement:** Supporting Information

Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster — Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster — Supporting Information 

# Reproductive Status Alters Transcriptomic Response to Infection in Female *Drosophila melanogaster*

## Supporting Information for Short and Lazzaro, 2013

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S3, File S1, and Tables S1-S7 (PDF, 157 KB)
- Figure S1 - The effect of mating status on bacterial load at multiple time points post-infection (PDF, 78 KB)
- Figure S2 - Log2 fold-change values for egg-producing females from the microarray experiment versus those from qRT-PCR validation (PDF, 77 KB)
- Figure S3 - Log2 fold-change values for eggless females from the microarray experiment versus those from qRT-PCR validation (PDF, 77 KB)
- File S1 - MICROARRAY VALIDATION BY QPCR (PDF, 98 KB)
- Table S1 - Log2 fold change values and Benjamini-Hochberg adjusted P-values for all treatment comparisons and all probesets for egg-producing females (.csv, 2.9 MB)
- Table S2 - Log2 fold change values and Benjamini-Hochberg adjusted P-values for all treatment comparisons and all probesets for germline-less females (.csv, 2.9 MB)
- Table S3 - Genes for which the infection response of virgin egg-producing females differs from that of mated egg-producing females by at least two-fold (comparison A minus comparison B from Figure 1) (.xlsx, 64 KB)
- Table S4 - Genes for which the infection response of virgin germline-less females differs from that of mated germline-less females by at least two-fold (Comparison A minus Comparison B from Figure 1) (.xlsx, 17 KB)
- Table S5 - qPCR Primer sequences used for microarray validation (.xlsx, 12 KB)
- Table S6 - qPCR validation of microarray log2 fold-changes for nine genes for egg-producing females (.xlsx, 15 KB)
- Table S7 - qPCR validation of microarray log2 fold-changes for nine genes for eggless females (.xlsx, 16 KB)

# Supplementary material for: Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster
**Source:** G3 (Bethesda). 2013 May 1;3(5):827–40. doi: 10.1534/g3.112.005306
**Supplement:** Supporting Information

**Reproductive status alters transcriptomic response to infection in female *Drosophila melanogaster***

Sarah M. Short<sup>\*1</sup> and Brian P. Lazzaro<sup>\*</sup>

**DOI: 10.1534/g3.112.005306**

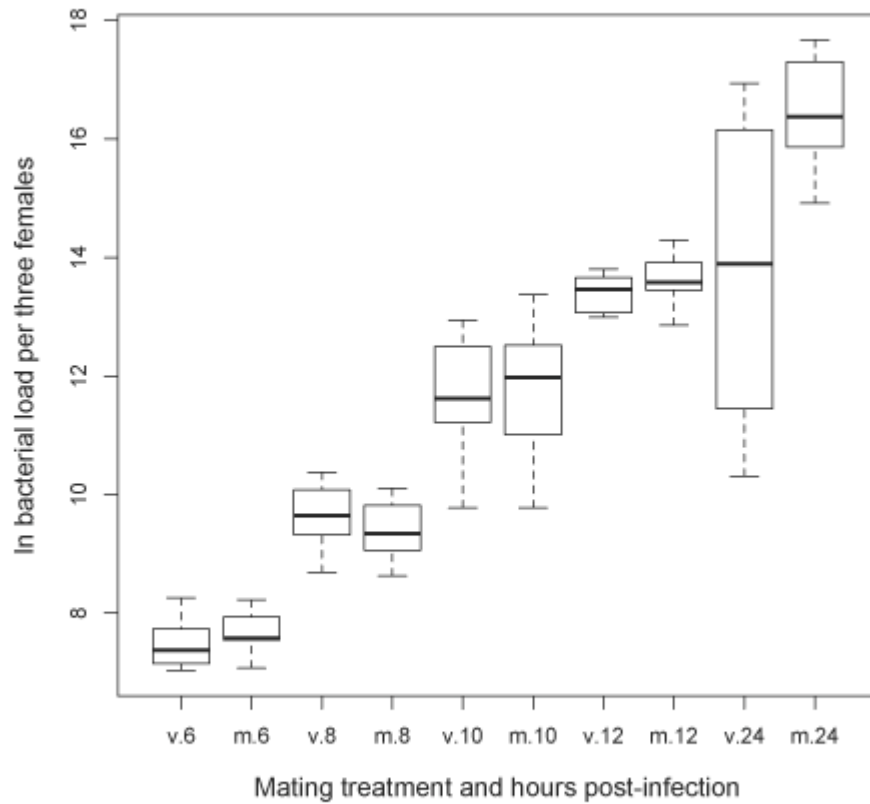

**Figure S1 The effect of mating status on bacterial load at multiple time points post-infection.** We infected mated females and virgin controls from the strain Canton S with the bacterium *P. rettgeri* at approximately 2.5 hours post-mating. At six, eight, ten, twelve and twenty-four hours post-infection, we assayed bacterial levels present in virgin and mated females. Females were homogenized in pools of three in sterile LB and an aliquot of homogenate was plated on LB agar plates using a spiral plater (Microbiology International). The number of bacterial colonies that grew from the aliquot was used to calculate the number of viable bacteria in each pool of three female flies.

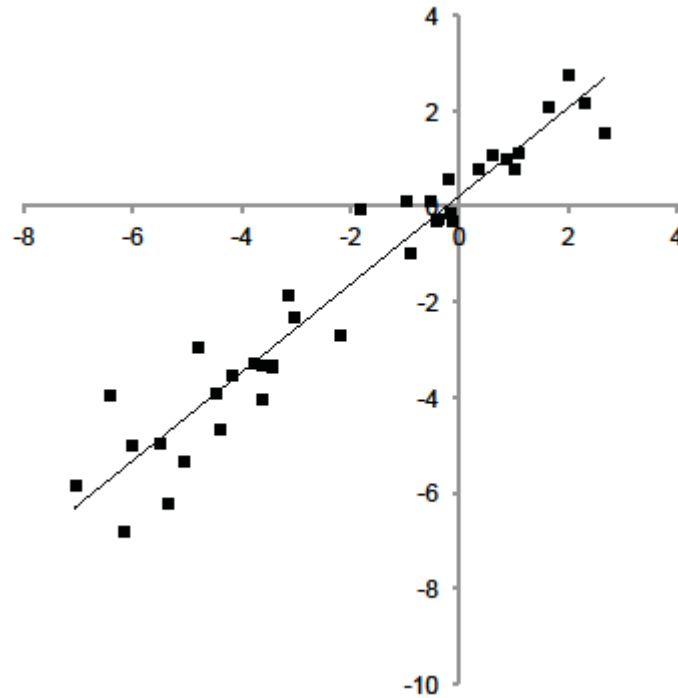

**Figure S2 Log<sub>2</sub> fold-change values for egg-producing females from the microarray experiment versus those from qRT-PCR validation.** We synthesized cDNA from the same RNA samples used for the microarray experiment and measured gene expression by qPCR for nine genes. We then estimated log<sub>2</sub> fold-change values for virgin uninfected vs. virgin infected, mated uninfected vs. mated infected, virgin uninfected vs. mated uninfected, and virgin infected vs. mated infected using a Tukey's test. We then plotted these log<sub>2</sub> fold-changes (x-axis) against the log<sub>2</sub> fold change values we obtained for these same genes from the microarray experiment (y-axis). All values plotted in this figure can be found in Table S6. For many of the genes we measured, there was more than one independent probeset on the microarray. In these cases, we picked one probeset at random to include in this figure, with the exception of *TotM* and *BobA*. For these two genes, one probeset showed very low mean transcript abundance for all treatments (*TotM*: ProbeUID 21055, *BobA*: ProbeUID 11736). Using BLAST ([blast.ncbi.nlm.nih.gov](http://blast.ncbi.nlm.nih.gov)), we found that both probes lack specificity for their target sequences and we therefore chose to exclude them from this analysis. The correlation between the microarray and qPCR data was very highly significant (Pearson's correlation coefficient  $r = 0.96$ ,  $p < 0.0001$ ).

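For the 9 genes of Table S6 in the 4 contrasts of egg-producing females, Pearson's r between the array log2 fold changes computed here and the qPCR values of the table was 0.934 over 36 pairs of values. The array value was the mean over the probes that the table lists for a gene, without the probes that the legend leaves out. The qPCR values are the paper's. These pairs are not independent replicates, since each gene enters 4 times and the contrasts share groups. Nor does the correlation show whether virgin and mated responses differ the same way by both methods. After infection, qPCR gave 2.19 in virgin and 3.04 in mated females for *TepII*, 6.16 and 7.05 for *AttA*, and -2.00 and -2.67 for *Vml*. The arrays gave the opposite order for these genes, and for *TotA*, whose qPCR values were 3.62 and 3.63. For *BobA*, *CG31775*, *to*, *TotM*, and *Vm34Ca* the order was the same. The correlation lay between 0.909, with quantile normalization over all 24 arrays, and 0.977, in the processed signal.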

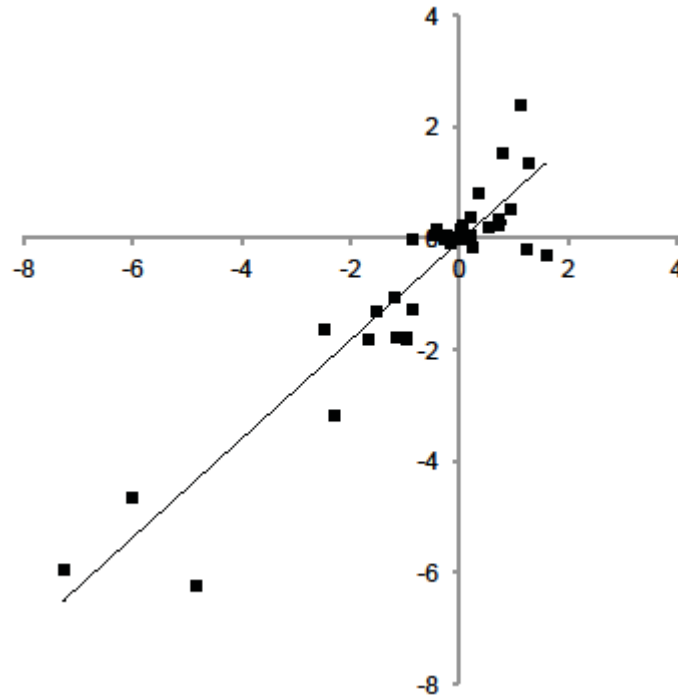

**Figure S3 Log<sub>2</sub> fold-change values for eggless females from the microarray experiment versus those from qRT-PCR validation.** We synthesized cDNA from the same samples used for the microarray experiment and measured gene expression by qPCR for nine genes. We then estimated log<sub>2</sub> fold-change values for virgin uninfected vs. virgin infected, mated uninfected vs. mated infected, virgin uninfected vs. mated uninfected, and virgin infected vs. mated infected using a Tukey's test. We then plotted these log<sub>2</sub> fold-changes (x-axis) against the log<sub>2</sub> fold change values we obtained for these same genes from the microarray experiment (y-axis). All values plotted in this figure can be found in Table S7. For many of the genes we measured, there was more than one independent probeset on the microarray. In these cases, we picked one probeset at random to include in this figure, with the exception of *TotM* and *BobA*. For these two genes, one probeset showed very low mean transcript abundance for all treatments (*TotM*: ProbeUID 21055, *BobA*: ProbeUID 11736). Using BLAST ([blast.ncbi.nlm.nih.gov](http://blast.ncbi.nlm.nih.gov)), we found that both probes lack specificity for their target sequences and we therefore chose to exclude them from this analysis. The correlation between the microarray and qPCR data was very highly significant (Pearson's correlation coefficient  $r = 0.92$ ,  $p < 0.0001$ ).

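For eggless females, r over the 36 pairs of array and qPCR values from Table S7 was 0.887, computed in the same manner. It lay between 0.845 without replicate 3 and 0.918 with quantile normalization over all 24 arrays. The genes and contrasts are again not independent replicates. After infection of eggless females, qPCR gave 1.17 in virgin and 1.54 in mated females for *TotM*, and -1.15 and -1.28 for *to*. The arrays ordered these the other way, at 1.81 and 1.31 and at -2.37 and -1.34. Among these genes, *CG31775* alone had the same order by both methods.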

## File S1

### MICROARRAY VALIDATION BY QPCR

**Sample prep and qRT-PCR:** In order to validate the microarray hybridizations and analysis, we performed gene expression analysis using qRT-PCR on cDNA made from aliquots of the same RNA samples used for the microarrays. Residual genomic DNA was removed from the RNA samples using TURBO DNA-free (Ambion). We then synthesized cDNA from 1ug of DNase-treated RNA using M-MLV reverse transcriptase (Promega) according to the manufacturer's instructions. We diluted the cDNA 1:5 and performed qRT-PCR using iQ SYBR Green Supermix (Bio-Rad) according to the manufacturer's instructions. Primer sequences used for each gene can be found in Table S5. We chose to validate eight genes for which the infection response of virgins was at least two-fold different from the infection response of mated females. All genes that met this criterion are found in Table S3. We sorted Table S3 by absolute log fold-change and then determined quartile ranges of the absolute log fold-change values. We chose one gene from the first quartile, three from second quartile, three from the third quartile and one from the fourth quartile. In addition to these eight genes, we also validated one additional gene from the *Turandot* family. Our intention was to validate genes that were biologically relevant to our study but that showed a broad range of treatment response values. We also measured expression of the housekeeping genes *αTub84B* and *Actin42A*, which we used as reference genes in our analysis. Measuring gene expression relative to expression of a housekeeping gene allowed us to control for differential extraction yield or other incidental differences across samples.

**Data analysis and result summary:** In order to determine the differences in gene expression across mating and infection statuses, we performed an analysis of variance for each gene using the following model:  $Y_{ijk} = \mu + \alpha_{Tub84B} + \text{experimental replicate}_i + \text{mating status}_j + \text{infection status}_k + \text{mating status}_j \times \text{infection status}_k + \epsilon_{ijk}$ , where  $Y$  was the critical threshold ( $C_T$ ) value for all samples for the gene of interest, experimental replicate<sub>*i*</sub> ( $i = 1,3$ ) included the three biological replicates over which the samples were collected, mating status<sub>*j*</sub> ( $j = 1,2$ ) indicated whether the samples were virgin or mated females, and infection status<sub>*k*</sub> ( $k = 1,2$ ) represented whether the samples were infected or uninfected. Analyses for all genes were performed for egg-producing females and then repeated separately for eggless females. After performing an ANOVA, we then performed a Tukey's Honest Significant Difference test on the interaction term (mating status<sub>*j*</sub> × infection status<sub>*k*</sub>). This provided estimates of the differences in log<sub>2</sub> gene expression between all comparisons of interest as well as p-values corrected for the multiple treatment comparisons. We repeated this entire analysis for all genes using *Actin42A* and found the results to be qualitatively similar to those obtained using *αTub84B* as a reference gene.

Log<sub>2</sub> fold-change values measured by qPCR for all genes for egg-producing females are listed in Table S6, as are the corresponding log<sub>2</sub> fold-change values given by the microarray experiment. These same data for eggless females are listed in Table S7. As a general estimate of the overall similarity between our microarray results and our qPCR validation, we plotted all qPCR log<sub>2</sub> fold-change values against the log<sub>2</sub> fold-change for one randomly-chosen probe for each gene from the microarray (egg-producing females: Figure S2, eggless females: Figure S3). We then calculated the Pearson correlation coefficient. We found a high degree of similarity between the microarray results and our qPCR validation for both egg-producing females ( $r = 0.96$ ,  $p < 0.0001$ , Figure S2, Table S6) and eggless females ( $r=0.92$ ,  $p < 0.0001$ , Figure S3, Table S7).

#### Supplemental references:

- Ponton F., Chapuis M.-P., Pernice M., Sword G. A., Simpson S. J., 2011 Evaluation for potential reference genes for reverse transcription-qPCR studies of physiological responses in *Drosophila melanogaster*. *J. Ins. Physiol.* **57**: 840-50.
- Rand M. D., Bland C. E., Bond J., 2008 Methylmercury activates enhancer-of-split and bearded complex genes independent of the notch receptor. *Toxicol. Sci.* **104**: 163-76.
- Ye Y. H., Chenoweth S. F., McGraw E. A., 2009 Effective but costly, evolved mechanisms of defense against a virulent opportunistic pathogen in *Drosophila melanogaster*. *PLoS Pathog.* **5**: e1000385.
- Zhang J., Marshall K. E., Westwood T., Clark M. S., Sinclair B. J., 2011 Divergent transcriptomic responses to repeated and single cold exposures in *Drosophila melanogaster*. *J. Exp. Biol.* **214**: 4021-9.

**Tables S1-S7**

Available for download at <http://www.g3journal.org/lookup/suppl/doi:10.1534/g3.112.005306/-/DC1>

**Table S1** Log<sub>2</sub> fold change values and Benjamini-Hochberg adjusted P-values for all treatment comparisons and all probesets for egg-producing females. Highlighted cells are those that are significant at  $p < 0.05$  and have a log<sub>2</sub> fold change of at least 1.0. Gene names from Agilent are provided, as are gene names that we verified manually for use in GO analysis.

**Table S2** Log<sub>2</sub> fold change values and Benjamini-Hochberg adjusted P-values for all treatment comparisons and all probesets for germline-less females. Highlighted cells are those that are significant at  $p < 0.05$  and have a log<sub>2</sub> fold change of at least 1.0. Gene names from Agilent are provided, as are gene names that we verified manually for use in GO analysis.

**Table S3** Genes for which the infection response of virgin **egg-producing** females differs from that of mated **egg-producing** females by at least two-fold (comparison A minus comparison B from Figure 1). In addition to the log<sub>2</sub> difference between the infection responses of virgin and mated females, this table also contains the corresponding log<sub>2</sub> values for virgin and mated infection response for each probe.

**Table S4** Genes for which the infection response of virgin **germline-less** females differs from that of mated **germline-less** females by at least two-fold (Comparison A minus Comparison B from Figure 1). In addition to the log<sub>2</sub> difference between Comparison A and Comparison B, this table also contains the corresponding Comparison A and Comparison B log<sub>2</sub> values for each probe.

**Table S5** qPCR Primer sequences used for microarray validation

**Table S6** qPCR validation of microarray log<sub>2</sub> fold-changes for nine genes for **egg-producing** females

**Table S7** qPCR validation of microarray log<sub>2</sub> fold-changes for nine genes for **eggless** females

# Supplementary material for: Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster
**Source:** G3 (Bethesda). 2013 May 1;3(5):827–40. doi: 10.1534/g3.112.005306
**Supplement:** Supporting Information

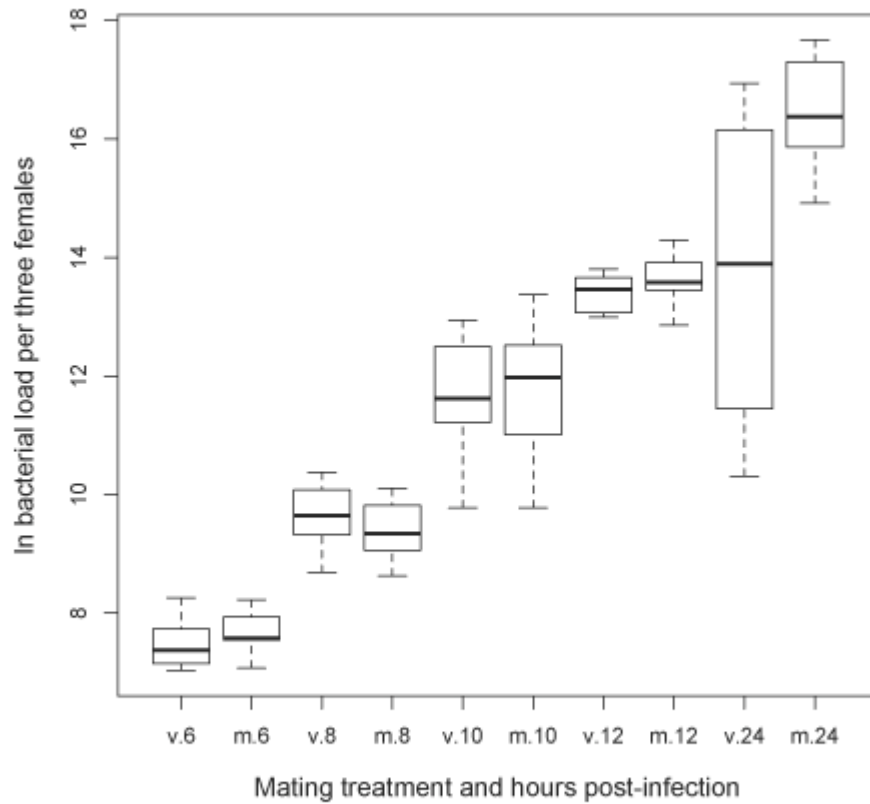

**Figure S1 The effect of mating status on bacterial load at multiple time points post-infection.** We infected mated females and virgin controls from the strain Canton S with the bacterium *P. rettgeri* at approximately 2.5 hours post-mating. At six, eight, ten, twelve and twenty-four hours post-infection, we assayed bacterial levels present in virgin and mated females. Females were homogenized in pools of three in sterile LB and an aliquot of homogenate was plated on LB agar plates using a spiral plater (Microbiology International). The number of bacterial colonies that grew from the aliquot was used to calculate the number of viable bacteria in each pool of three female flies.

# Supplementary material for: Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster
**Source:** G3 (Bethesda). 2013 May 1;3(5):827–40. doi: 10.1534/g3.112.005306
**Supplement:** Supporting Information

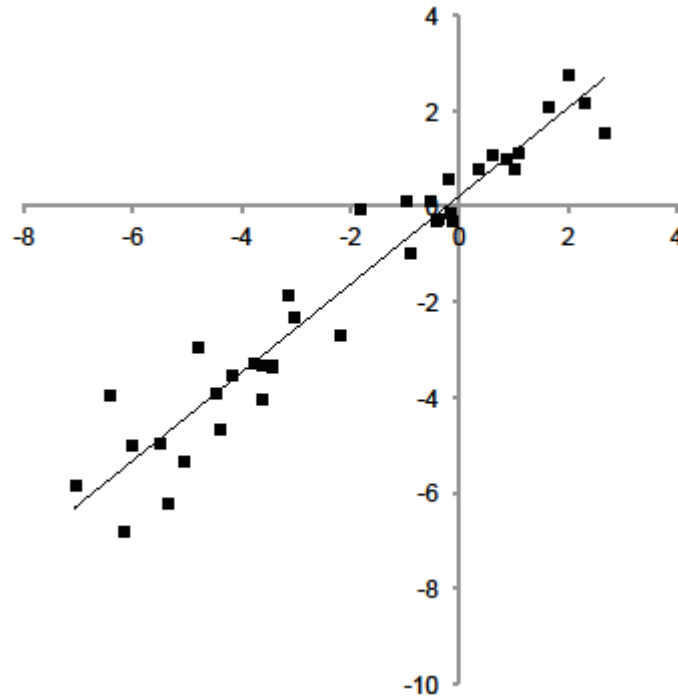

**Figure S2 Log<sub>2</sub> fold-change values for egg-producing females from the microarray experiment versus those from qRT-PCR validation.** We synthesized cDNA from the same RNA samples used for the microarray experiment and measured gene expression by qPCR for nine genes. We then estimated log<sub>2</sub> fold-change values for virgin uninfected vs. virgin infected, mated uninfected vs. mated infected, virgin uninfected vs. mated uninfected, and virgin infected vs. mated infected using a Tukey's test. We then plotted these log<sub>2</sub> fold-changes (x-axis) against the log<sub>2</sub> fold change values we obtained for these same genes from the microarray experiment (y-axis). All values plotted in this figure can be found in Table S6. For many of the genes we measured, there was more than one independent probeset on the microarray. In these cases, we picked one probeset at random to include in this figure, with the exception of *TotM* and *BobA*. For these two genes, one probeset showed very low mean transcript abundance for all treatments (*TotM*: ProbeUID 21055, *BobA*: ProbeUID 11736). Using BLAST ([blast.ncbi.nlm.nih.gov](http://blast.ncbi.nlm.nih.gov)), we found that both probes lack specificity for their target sequences and we therefore chose to exclude them from this analysis. The correlation between the microarray and qPCR data was very highly significant (Pearson's correlation coefficient  $r = 0.96$ ,  $p < 0.0001$ ).

# Supplementary material for: Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster
**Source:** G3 (Bethesda). 2013 May 1;3(5):827–40. doi: 10.1534/g3.112.005306
**Supplement:** Supporting Information

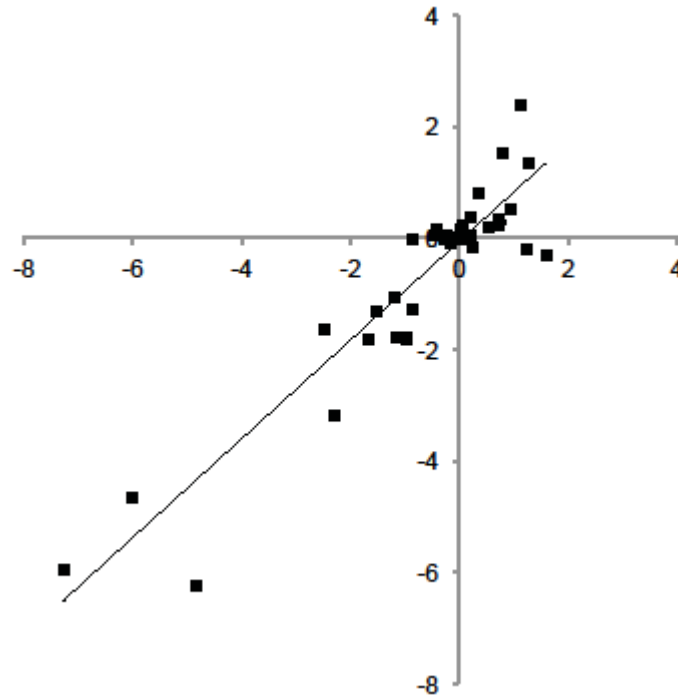

**Figure S3 Log<sub>2</sub> fold-change values for eggless females from the microarray experiment versus those from qRT-PCR validation.** We synthesized cDNA from the same samples used for the microarray experiment and measured gene expression by qPCR for nine genes. We then estimated log<sub>2</sub> fold-change values for virgin uninfected vs. virgin infected, mated uninfected vs. mated infected, virgin uninfected vs. mated uninfected, and virgin infected vs. mated infected using a Tukey's test. We then plotted these log<sub>2</sub> fold-changes (x-axis) against the log<sub>2</sub> fold change values we obtained for these same genes from the microarray experiment (y-axis). All values plotted in this figure can be found in Table S7. For many of the genes we measured, there was more than one independent probeset on the microarray. In these cases, we picked one probeset at random to include in this figure, with the exception of *TotM* and *BobA*. For these two genes, one probeset showed very low mean transcript abundance for all treatments (*TotM*: ProbeUID 21055, *BobA*: ProbeUID 11736). Using BLAST ([blast.ncbi.nlm.nih.gov](http://blast.ncbi.nlm.nih.gov)), we found that both probes lack specificity for their target sequences and we therefore chose to exclude them from this analysis. The correlation between the microarray and qPCR data was very highly significant (Pearson's correlation coefficient  $r = 0.92$ ,  $p < 0.0001$ ).

# Supplementary material for: Reproductive Status Alters Transcriptomic Response to Infection in Female Drosophila melanogaster
**Source:** G3 (Bethesda). 2013 May 1;3(5):827–40. doi: 10.1534/g3.112.005306
**Supplement:** Supporting Information

## File S1

### MICROARRAY VALIDATION BY QPCR

**Sample prep and qRT-PCR:** In order to validate the microarray hybridizations and analysis, we performed gene expression analysis using qRT-PCR on cDNA made from aliquots of the same RNA samples used for the microarrays. Residual genomic DNA was removed from the RNA samples using TURBO DNA-free (Ambion). We then synthesized cDNA from 1ug of DNase-treated RNA using M-MLV reverse transcriptase (Promega) according to the manufacturer's instructions. We diluted the cDNA 1:5 and performed qRT-PCR using iQ SYBR Green Supermix (Bio-Rad) according to the manufacturer's instructions. Primer sequences used for each gene can be found in Table S5. We chose to validate eight genes for which the infection response of virgins was at least two-fold different from the infection response of mated females. All genes that met this criterion are found in Table S3. We sorted Table S3 by absolute log fold-change and then determined quartile ranges of the absolute log fold-change values. We chose one gene from the first quartile, three from second quartile, three from the third quartile and one from the fourth quartile. In addition to these eight genes, we also validated one additional gene from the *Turandot* family. Our intention was to validate genes that were biologically relevant to our study but that showed a broad range of treatment response values. We also measured expression of the housekeeping genes *αTub84B* and *Actin42A*, which we used as reference genes in our analysis. Measuring gene expression relative to expression of a housekeeping gene allowed us to control for differential extraction yield or other incidental differences across samples.

**Data analysis and result summary:** In order to determine the differences in gene expression across mating and infection statuses, we performed an analysis of variance for each gene using the following model:  $Y_{ijk} = \mu + \alpha_{Tub84B} + \text{experimental replicate}_i + \text{mating status}_j + \text{infection status}_k + \text{mating status}_j \times \text{infection status}_k + \epsilon_{ijk}$ , where  $Y$  was the critical threshold ( $C_T$ ) value for all samples for the gene of interest, experimental replicate<sub>*i*</sub> ( $i = 1,3$ ) included the three biological replicates over which the samples were collected, mating status<sub>*j*</sub> ( $j = 1,2$ ) indicated whether the samples were virgin or mated females, and infection status<sub>*k*</sub> ( $k = 1,2$ ) represented whether the samples were infected or uninfected. Analyses for all genes were performed for egg-producing females and then repeated separately for eggless females. After performing an ANOVA, we then performed a Tukey's Honest Significant Difference test on the interaction term (mating status<sub>*j*</sub> × infection status<sub>*k*</sub>). This provided estimates of the differences in log<sub>2</sub> gene expression between all comparisons of interest as well as p-values corrected for the multiple treatment comparisons. We repeated this entire analysis for all genes using *Actin42A* and found the results to be qualitatively similar to those obtained using *αTub84B* as a reference gene.

Log<sub>2</sub> fold-change values measured by qPCR for all genes for egg-producing females are listed in Table S6, as are the corresponding log<sub>2</sub> fold-change values given by the microarray experiment. These same data for eggless females are listed in Table S7. As a general estimate of the overall similarity between our microarray results and our qPCR validation, we plotted all qPCR log<sub>2</sub> fold-change values against the log<sub>2</sub> fold-change for one randomly-chosen probe for each gene from the microarray (egg-producing females: Figure S2, eggless females: Figure S3). We then calculated the Pearson correlation coefficient. We found a high degree of similarity between the microarray results and our qPCR validation for both egg-producing females ( $r = 0.96$ ,  $p < 0.0001$ , Figure S2, Table S6) and eggless females ( $r=0.92$ ,  $p < 0.0001$ , Figure S3, Table S7).

#### Supplemental references:

- Ponton F., Chapuis M.-P., Pernice M., Sword G. A., Simpson S. J., 2011 Evaluation for potential reference genes for reverse transcription-qPCR studies of physiological responses in *Drosophila melanogaster*. *J. Ins. Physiol.* **57**: 840-50.
- Rand M. D., Bland C. E., Bond J., 2008 Methylmercury activates enhancer-of-split and bearded complex genes independent of the notch receptor. *Toxicol. Sci.* **104**: 163-76.
- Ye Y. H., Chenoweth S. F., McGraw E. A., 2009 Effective but costly, evolved mechanisms of defense against a virulent opportunistic pathogen in *Drosophila melanogaster*. *PLoS Pathog.* **5**: e1000385.
- Zhang J., Marshall K. E., Westwood T., Clark M. S., Sinclair B. J., 2011 Divergent transcriptomic responses to repeated and single cold exposures in *Drosophila melanogaster*. *J. Exp. Biol.* **214**: 4021-9.

How the deposited data were processed for this re-analysis (not part of the article)

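The expression values come from 24 arrays, 1 per sample, in 8 groups of 3 replicates: virgin or mated, uninfected or infected, egg-producing or eggless females. Each sample pooled 25 whole females. Infected females were pricked with *P. rettgeri* and controls were not wounded, so every infection contrast compares wounding with bacteria against neither. Per the file headers, the deposited scanner files hold pixel intensity values: the mean of each spot and the median of its local background, made by Agilent Feature Extraction 10.5.1.1 with no normalization between arrays, and a processed signal that the same software had background subtracted and detrended. The authors also deposited a table of log2 values, which their methods describe as background corrected with normexp in limma, quantile normalized, and averaged over the spots of a probe. They do not state the normexp offset. An offset of 16, with egg-producing and eggless arrays normalized apart and control spots included, gave every value of that table to within 5.00e-09.

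From the intensity values, background was corrected with normexp in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with an offset of 50. The 12 egg-producing and the 12 eggless arrays were quantile normalized apart, log2 values of spots marked as nonuniform or outlying by the scanner software were set missing, and the spots of a probe were averaged. Each array had 45019 spots, of which 43602 were not controls, for 32162 probes: 22322 with 1 spot, 9640 with 2, and 200 with 10. A model with 4 group means was fitted per germline class with empirical Bayes moderation, and p-values were adjusted by Benjamini-Hochberg over all probes. Calls needed an adjusted p under 0.05 and a change of at least 2-fold. Gene lists count distinct gene names of the array design, 22250 in all, without the 1508 probes that carry only their own identifier. A gene that the design lists under several names, such as *Vml* and *Vm34Ca*, can thus be counted more than once. Comparisons between egg-producing and eggless females used all 24 arrays normalized together, with the slide as a random block. Coordinates are those of the array design in dm3. For the names only, probes were matched to a RefSeq gene table of Release 6 by accession (17968 probes), symbol (2201), or synonym (826), and 11167 had no match.

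Interaction terms are given with their adjusted p over all probes. Where the paper's nominal threshold is at issue, the text says only whether the unadjusted p was under 0.05, since 3 arrays per group leave a single unadjusted p without an exact counterpart. The vitelline membrane set was tested with limma fry, and an exact sign-flip test over its 3 replicates was added later.

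On signal over background, 21293 to 27101 probes per egg-producing array (median 24492) and 22964 to 25122 per eggless array (median 24312) were well above background. In 8656 probes of the egg-producing and 8036 of the eggless arrays, no group had all its arrays well above background.

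The replicate number stands for an independent day and for 1 slide per germline class, so the numbers pair the samples. Residual correlation was higher between same-numbered arrays, with a median of 0.34 in egg-producing and 0.24 in eggless females, than between others, at -0.18 and -0.12. A replicate block was run only as an alternative: with it, the counts of genes changed after infection or mating stayed within 1.5 times those without it, and the adjusted p of *Jon25Bi* in infected eggless females was 0.0603. Position on a slide was confounded with treatment.

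In simulated data, each probe had independent normal noise with its own residual SD, and 200 probes brighter than the median were changed. For log2 changes of 1.5 to 3, the fit recovered 94.4% to 99.4% with egg-producing and 98.2% to 99.9% with eggless SDs. The simulated arrays of a slide were not correlated and no dimmer probe was changed, so these shares are not the power on the real arrays. Under the paper's criterion for a difference in response, with a nominal p, 79.6 to 85.4 unchanged probes per simulation were also listed among egg-producing and 17.2 to 20.6 among eggless probes.

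Genes named are those named in the Results and Discussion, Table 3, Figure 4, and Tables S5 to S7. Named too are, for each contrast in each class, the 3 genes with the largest rise and the 3 with the largest fall among genes called and changed the same way in all 3 same-numbered pairs. For several probes, the called probe with the largest change is given, or else the brightest. Alternatives were normexp offsets of 0 and 16, the processed signal scaled to the 75th percentile, quantile normalization over all 24 arrays, the deposited log2 table, dim probes left out, marked spots kept, the replicate block, probes of a gene averaged, moderation with an intensity trend, names held in the RefSeq table, and each replicate left out. For the joint fit, normalization within each germline class and the slide as a fixed block were added to these.

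Gene Ontology enrichment, lists of maternal transcripts, and bacterial loads were not analysed here. Tables S1 and S2 were available only in part and were not used for lists. *Dro*, *Cec2*, and *LysE* had no probe by name.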

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

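The tests of whole-slide shifts, of normalizing both kinds of females together, and of dim transcripts in this part were chosen only after the result was seen, as were the genes given as examples of a large difference.

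In a fit of all 24 arrays, the infection response averaged over virgin and mated females differed between egg-producing and eggless females, by at least 2-fold at an adjusted p under 0.05 from limma, for 78 probes of 69 genes. What set this result apart is a tested difference between 2 groups under the same contrast. The signed difference, egg-producing minus eggless, was above 0 for 23 probes and below 0 for 55, where a value below 0 can be a larger fall as well as a smaller rise, and 844 probes had an adjusted p under 0.05 at any size. *TotC* (difference 3.46, standard error 0.34, adjusted p = 5.69e-06), *TotM* (3.08), *TotA* (3.07), and *TotX* (2.25) responded more in egg-producing females. *Vm32E* (-2.54) and *Hsp70Aa* (-2.45) had a lower value there. Fitted within each kind of female, *Hsp70Aa* rose after infection by 0.11 in virgin and 0.54 in mated egg-producing females and by 2.83 and 2.77 in eggless females. The count was 89 with a normexp offset of 0 and 86 with dim probes left out, and it was 54 without replicate 1, 37 without replicate 2, and 84 without replicate 3.

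Each slide held all 4 groups, so an additive shift of a slide drops out of these contrasts with or without a block, and the 75 probes that differed with the slide as a fixed block decide nothing. Transcripts too dim on every eggless array to show a response cover few of these probes: 2.56% of the 78 were well above background on no eggless array. Among all probes the share was 15.5%, but that includes probes dim in both kinds, which could hardly be among the 78. Probes seen on only some eggless arrays, such as *Vm26Ab* on 2 of 12 and *CG14834* on 1, are not covered by this test. The quantile normalization of both kinds of females together stays open for part of the 78 probes. With each kind normalized alone 49 probes differed, and the share of the 78 due to the joint normalization was not measured. For some it made the difference. Fitted within each kind, *RH31634* rose by 2.54 in virgin and 2.67 in mated egg-producing females, and by 2.58 and 2.45 in eggless females. Its joint difference was -1.43. A probe of *CecA1* with a joint difference of -1.62 rose by 2.12 and 2.25, against 2.43 and 2.15. Others differed within each kind too, such as *Hsp70Aa* and *TotC* (4.36 and 3.55 against 1.21 and 0.81). Among the 10 ways to divide the 6 slides into 3 and 3, only the real 1 gave as many probes. The others mix slides of both kinds, and 10 splits are too few for this comparison by itself to exclude chance. The adjusted p-values of the fit are a separate test. Slides and germline status were not crossed, so a slide that changed the response itself cannot be told apart from germline status. The absence of a germline, and the *tudor* mutant mothers of the eggless females, stay open as untested biological explanations.

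The mating response averaged over uninfected and infected females differed between egg-producing and eggless females for 676 probes of 592 genes, by the same fit and thresholds, and was again set apart by a tested difference between 2 groups. The signed difference was above 0 for 399 probes and below 0 for 277, read in the same way, and 11308 probes had an adjusted p under 0.05 at any size. The differences of *Vml* (5.51, standard error 0.15, adjusted p = 2.4e-14), *Vm32E* (5.48), and *dec-1* (4.65) come with changes close to 0 in eggless females. *Vml* was well above background on 0 of 12 eggless arrays, so a fall could not have been measured there. The count was 791 with a normexp offset of 0, 679 with dim probes left out, and 602 without replicate 1, 610 without replicate 2, and 800 without replicate 3.

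Here the tables argue against the joint normalization and against dim transcripts as the whole cause. With each kind of female normalized alone 721 probes differed, and 5.77% of the 676 probes were well above background on no eggless array. The share among all probes, 15.5%, includes probes dim in both kinds, so it is no fair comparison. Probes seen on only some eggless arrays are not covered. With the slide as a fixed block 670 probes differed, which decides nothing here either. Of the 10 splits of the slides, the real 1 alone gave as many probes, and this comparison by itself is too small to exclude chance. A change of the response on a single slide is also argued against as the whole cause. Without replicates 1, 2, and 3, each 1 slide per kind of female, 602, 610, and 800 probes differed. What stays open is a change of the response shared by the slides of 1 kind. It cannot be told apart from germline status because no slide held both kinds of females. The absence of a germline and the *tudor* mutant mothers stay open too, as untested biological explanations.

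Within egg-producing females, 1 probe of *CG31775* had a difference in infection response between virgin and mated females of -1.98 (standard error 0.15, adjusted p = 0.00218 over all probes). It was set apart by the test of that difference, the interaction term, and no other probe passed an adjusted p of 0.05. Its response was 0.47 in virgin and 2.45 in mated females. The other 2 probes of the gene differed in the same direction, by -3.32 (adjusted p = 0.355) and -2.39 (adjusted p = 0.819), and in eggless females the differences of these 2 were -1.01 and -1.45 (adjusted p = 1.00 for each). The probe was dim, with 4 of 12 egg-producing arrays well above background, and its size moved with the processing, from -1.55 with quantile normalization over all 24 arrays to -4.36 in the processed signal. It was -2.04 without replicate 1, -2.07 without replicate 2, and -1.83 without replicate 3. None of its spots was marked as nonuniform or outlying. No single technical explanation was tested for this probe. Its low signal stays open as a reason for its small standard error, and an effect of mating on the response stays open as the biological explanation.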

How the results depend on the processing

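All alternatives in this part were set before the data were examined, and 2 of them, normalization within each kind of female and the slide as a fixed block, were used as tests of an explanation only after the result was seen. Of 365 values for named genes, 201 kept their direction and their side of the thresholds under all alternatives run for them, and 27 changed sign under at least 1, none of them called. Of 35 summary results, 2 were within 1.5 times, or kept their call, under all alternatives. Dim probes left out kept all 35 within 1.5 times, the replicate block and an intensity trend the 33 they were run for, and the slide as a fixed block the 2 it was run for. The replicate block changed the call of 12 named values, given at their claims where they bear on one. A value of a gene with several probes is that of the called probe with the largest change, or else the brightest probe, and where signs are said to change it is another probe than that of Table S3 for *CG17300*, *ATPsyn-gamma*, *Gr28b*, and the response of *r2d2* in virgin females. The cause of the changes given here was not tested, apart from the construction of an alternative where it is named. Counts are of genes, with the count reported at the claim in parentheses, genes with a 2-fold difference in response and a nominal p are given as a percent of the 22250 gene names of the array design, and both stands for both virgin and mated or both uninfected and infected.

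With a normexp offset of 0, the lists of egg-producing females held 40 higher after infection in virgins only (23), 132 lower after mating in uninfected only (87), and 530 with a 2-fold difference in response (216). With a normexp offset of 0, genes with that difference and a nominal p made up 0.472% of gene names (0.283%) in egg-producing females. There, the correlation with qPCR of egg-producing females was 0.955 against 0.934. With a normexp offset of 0, the lists of eggless females held 43 with a 2-fold difference in response (18).

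With a normexp offset of 16, the lists of egg-producing females held 363 with a 2-fold difference in response (216). There, the correlation with qPCR of egg-producing females was 0.947 against 0.934.

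In the processed signal, the lists of egg-producing females held 39 higher after infection in virgins only (23), 1029 higher after mating in both (304), 478 higher after mating in uninfected only (88), 2265 higher after mating in infected only (265), 51 lower after infection in virgins only (28), 13 lower after infection in mated only (28), 115 lower after mating in both (193), 74 lower after mating in infected only (230), and 4369 with a 2-fold difference in response (216). In the processed signal, genes with that difference and a nominal p made up 2.57% of gene names (0.283%) in egg-producing females and 1.29% of gene names (0.036%) in eggless females. There, the correlation with qPCR of egg-producing females was 0.977 against 0.934. In the processed signal, the lists of eggless females held 212 higher after infection in both (125), 74 higher after infection in virgins only (16), 54 higher after infection in mated only (19), 23 higher after mating in uninfected only (11), 1 higher after mating in infected only (2), 32 lower after infection in both (17), 37 lower after infection in virgins only (17), 22 lower after infection in mated only (5), 3 lower after mating in infected only (0), and 991 with a 2-fold difference in response (18). Signs changed there for *CG17300* -0.0061 against 0.22, *ATPsyn-gamma* -0.26 against 0.064, and *Vm26Ac* -0.21 against 0.54 (egg-producing females, difference in infection response), *sphinx2* 0.33 against -0.079 (egg-producing females, infection in mated), *r2d2* -0.0011 against 0.0099 and *Gr28b* -0.0090 against 0.15 (egg-producing females, infection in virgin), *IM4* 0.079 against -0.22 (egg-producing females, mating in uninfected), *TepII* 0.18 against -0.12 (egg-producing females, mating in infected), *Vm26Ab* 0.18 against -0.031 (eggless females, infection in virgin), *AttA* -0.064 against 0.0096 (eggless females, mating in infected).

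With quantile normalization over all 24 arrays, the lists of egg-producing females held 15 higher after infection in virgins only (23), 138 lower after mating in infected only (230), and 118 with a 2-fold difference in response (216). There, the vitelline membrane difference was -0.90 against -1.04 and its set test no longer passed 0.05. There, the correlation with qPCR of egg-producing females was 0.909 against 0.934. With quantile normalization over all 24 arrays, the lists of eggless females held 1 higher after mating in infected only (2), and 28 with a 2-fold difference in response (18).

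In the deposited table, the lists of egg-producing females held 566 with a 2-fold difference in response (216). In the deposited table, the lists of eggless females held 62 with a 2-fold difference in response (18). Signs changed there for *sphinx2* 1.35 against -0.079 (egg-producing females, infection in mated).

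With outlier spots kept, the lists of egg-producing females held 385 with a 2-fold difference in response (216). With outlier spots kept, the lists of eggless females held 48 with a 2-fold difference in response (18). Signs changed there for *sphinx2* 1.14 against -0.079 (egg-producing females, infection in mated).

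With names held in the RefSeq table, the lists of egg-producing females held 121 with a 2-fold difference in response (216). With names held in the RefSeq table, the lists of eggless females held 1 higher after mating in infected only (2), and 11 with a 2-fold difference in response (18).

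With probes of a gene averaged, the lists of egg-producing females held 15 higher after infection in virgins only (23), and 140 lower after mating in infected only (230). There, the vitelline membrane difference was -0.75 against -1.04 and its set test no longer passed 0.05. With probes of a gene averaged, the lists of eggless females held 10 higher after infection in virgins only (16), and 3 lower after infection in mated only (5). Signs changed there for *ATPsyn-gamma* -0.69 against 0.064, *Gr28b* -0.043 against 0.27, and *Vm32E* 1.30 against -1.39 (egg-producing females, difference in infection response), *r2d2* -0.027 against 0.0099 and *Gr28b* -0.065 against 0.15 (egg-producing females, infection in virgin), *IM4* 0.029 against -0.22 (egg-producing females, mating in uninfected), *psd* 0.019 against -0.077 (eggless females, infection in mated), *BobA* 0.021 against -0.057 (eggless females, infection in virgin).

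With arrays normalized within each germline class, the number of probes whose infection response differs between egg-producing and eggless females was 49 (78).

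Leaving out 1 replicate gave, as lowest and highest counts of egg-producing females with the full count in parentheses, 65 to 106 higher after infection in both (113), 12 to 24 higher after infection in virgins only (23), 5 to 17 lower after infection in both (22), 5 to 22 lower after infection in virgins only (28). For the same females, it gave 11 to 40 lower after infection in mated only (28), 108 to 501 with a 2-fold difference in response (216), 28 to 49 higher after infection in mated only (45). Leaving out 1 replicate gave, as lowest and highest counts of eggless females with the full count in parentheses, 0 to 0 higher after mating in both (3), 0 to 1 higher after mating in infected only (2), 0 to 0 lower after mating in both (3), 83 to 113 higher after infection in both (125), 0 to 10 higher after mating in uninfected only (11), 7 to 13 lower after infection in both (17). For the same females, it gave 0 to 8 lower after mating in uninfected only (7), 21 to 38 with a 2-fold difference in response (18), 11 to 43 higher after infection in virgins only (16), 8 to 24 higher after infection in mated only (19), 12 to 28 lower after infection in virgins only (17). The mean infection response in virgin minus mated of the vitelline membrane genes ranged from -1.28 without replicate 3 to -0.67 without replicate 2 (-1.04). The mean infection response in mated of the vitelline membrane genes ranged from -1.20 without replicate 2 to -1.05 without replicate 1 (-1.13). The correlation with qPCR of egg-producing females ranged from 0.921 to 0.942 (0.934). The correlation with qPCR of eggless females ranged from 0.845 to 0.911 (0.887). The number of probes whose infection response differs between egg-producing and eggless females ranged from 37 without replicate 2 to 84 without replicate 3 (78).

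With 1 replicate left out, signs changed for the following uncalled values, given from lowest to highest with the number of the replicate without which the sign changed in parentheses. For mating in uninfected in egg-producing females, *Yp1* from -0.064 to 0.12 (1 and 2), *TotA* from -0.070 to 0.24 (1). For infection in virgin in eggless females, *Vm32E* from -0.0036 to 0.13 (1), *Vm26Aa* from -0.090 to 0.018 (3). For mating in uninfected in eggless females, *AttA* from -0.64 to 1.15 (1), *BobA* from -0.026 to 0.048 (1 and 3), *CG31775* from -0.090 to 0.31 (2). For infection in mated in eggless females, *BobA* from -0.0087 to 0.11 (1), *dec-1* from -0.0052 to 0.047 (2), *Vm26Aa* from -0.14 to 0.081 (3), *psd* from -0.18 to 0.043 (3). For mating in infected in eggless females, *BobA* from -0.0040 to 0.17 (1), *AttA* from -0.021 to 0.039 (2), *TotA* from -0.80 to 0.26 (2), *TepII* from -0.35 to 0.046 (2). For difference in infection response in egg-producing females, *CG17300* from -0.068 to 0.40 (2). For infection in virgin in egg-producing females, *r2d2* from -0.055 to 0.043 (3).

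Among named values that kept their direction, calls were lost and gained as follows: 2 and 1 with an offset of 0, 2 and 2 with an offset of 16, 15 and 3 in the processed signal, 11 and 2 with quantile normalization over all 24 arrays, 5 and 2 in the deposited table. They were 4 and 1 with outlier spots kept, 12 and 0 with probes of a gene averaged, 2 and 1 with an intensity trend, 5 and 7 with the replicate block, 67 and 2 without replicate 1, 90 and 7 without replicate 2, 47 and 5 without replicate 3. With dim probes left out, 1 call was gained among the values that could be compared. Leaving out a replicate also fits fewer arrays.

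The processed signal also changed the balance of calls. The share of called probes that rose after mating was 88.0% in uninfected and 94.7% in infected egg-producing females, against 57.9% and 57.1%. In infected eggless females it was 40%, against 62.5%, but from few probes: 4 higher and 6 lower, against 5 and 3. The replicate block gave a similar 44.4% there, from 4 and 5. The processed signal put the median change of all probes at -0.12 for infection in virgin, 0.20 for mating in uninfected, and 0.62 for mating in infected egg-producing females, and at -0.15 for the difference in infection response. That signal was only centered per array, where the other settings were quantile normalized. Averaging the probes of *Vm32E* took only its dim probe on arrays where the brighter one was missing.

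Signal over background limits what can be measured for some genes. *Vml* was well above background on 0 of 12 eggless arrays, so a fall there could not have been measured, and *TotB* and *CecB* allow only bounds on their folds in some contrasts. Of 32162 probes, 8656 in egg-producing and 8036 in eggless females were not well above background on all arrays of any group.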

Differences from the paper's values

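No test in this part was chosen after a result was seen. Counts differ here when 1 is more than 1.5 times the other, and log2 values and correlations differ when their signs differ or their gap exceeds the spread of the replicates or the paper's error. Of the alternatives that were set before the data were examined, those within the paper's value are named, and those that still differ are named or counted as the others run for that value. The full set is a normexp offset of 0 or 16, the processed signal, quantile normalization over all 24 arrays, the deposited table, dim probes left out, outlier spots kept, the replicate block, an intensity trend, and each replicate left out, and for gene counts also probes of a gene averaged and names held in the RefSeq table.

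For egg-producing females, the paper gives 335 genes with a 2-fold or larger difference in infection response between virgin and mated females, and 216 were found here. Values within the paper's came from a normexp offset of 16 (363), outlier spots kept (385), replicate 1 left out (501), and replicate 2 left out (478). Values that still differed came from a normexp offset of 0, the processed signal, quantile normalization over all 24 arrays, the deposited table, dim probes left out, the replicate block, probes of a gene averaged, an intensity trend, replicate 3 left out, and names held in the RefSeq table. The deposited table held every value of Table S3, and its 280 further probes over 2-fold had no match in the RefSeq table. The paper states that it dropped probes without an identifiable gene name. For eggless females, the paper gives 32 genes with a 2-fold or larger difference, and 18 were found here. Values within the paper's came from a normexp offset of 0 (43), a normexp offset of 16 (22), quantile normalization over all 24 arrays (28), outlier spots kept (48), replicate 2 left out (33), and replicate 3 left out (38). Values that still differed came from the processed signal, the deposited table, dim probes left out, the replicate block, probes of a gene averaged, an intensity trend, replicate 1 left out, and names held in the RefSeq table. The deposited table held every value of Table S4 too, and its 33 further probes over 2-fold had no match in the RefSeq table. For genes higher after mating in infected eggless females only, the paper shows about 1 in Fig. 6, read by eye, and 2 were found here. Values within the paper's came from the processed signal (1), quantile normalization over all 24 arrays (1), replicate 1 left out (1), and names held in the RefSeq table (1). Values that still differed came from a normexp offset of 0, a normexp offset of 16, the deposited table, dim probes left out, outlier spots kept, the replicate block, probes of a gene averaged, an intensity trend, replicate 2 left out, and replicate 3 left out. The correlation of array and qPCR log2 fold changes in egg-producing females is the paper's 0.96 against 0.934 here. A normexp offset of 0 (0.955) came within it, and the other 11 alternatives run did not.

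For the difference in log2 infection response, virgin minus mated, Tables S3 and S4 hold values that differ from those found here. *CG31775* (1 of 3 probes), the paper's -2.36 against -1.98 here, was within the paper's value with a normexp offset of 0, a normexp offset of 16, and the deposited table, and not with the others. *TepII*, the paper's 1.1 against 0.52 here, *clos*, the paper's -1.40 against -0.36 here, *ATP7*, the paper's 1.32 against 0.058 here, and *ATPsyn-gamma*, the paper's -1.14 against -0.046 here, were each within the paper's value with the deposited table and outlier spots kept, and not with the others. *CG17300*, the paper's -1.24 against -0.056 here, *sphinx2*, the paper's -2.68 against -0.014 here, *CG5389*, the paper's -1.14 against -0.88 here, and *CG32971* (eggless), the paper's 1.04 against -0.021 here, were each within the paper's value with the deposited table, and not with the others. *Gr28b*, the paper's -1.03 against -0.59 here, was within the paper's value with a normexp offset of 0, the deposited table, and replicate 2 left out, and not with the others.

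Beside qPCR, array log2 changes also differ. *TepII* after mating in infected egg-producing females has the paper's -0.29 against -0.096 here, within it with the deposited table, outlier spots kept, and replicate 3 left out, and not with the other 9. *BobA* after mating in uninfected egg-producing females has the paper's 3.74 against 3.21 here, within it with a normexp offset of 0, a normexp offset of 16, the deposited table, and replicate 3 left out, and not with the other 8. *CG31775* after infection in virgin egg-producing females has the paper's 1.92 against 1.5 here, within it with a normexp offset of 0, a normexp offset of 16, the deposited table, replicate 1 left out, and replicate 3 left out, and not with the other 7. *CG31775* after infection in mated egg-producing females has the paper's 4.49 against 4.06 here, within it with a normexp offset of 0, a normexp offset of 16, the deposited table, and replicate 1 left out, and not with the other 8. *Vml* after mating in uninfected eggless females has the paper's -0.028 against -0.020 here, within it with a normexp offset of 0, a normexp offset of 16, quantile normalization over all 24 arrays, the deposited table, replicate 1 left out, and replicate 3 left out, and not with the other 5. *CG31775* after infection in mated eggless females has the paper's 3.09 against 2.78 here, within it with a normexp offset of 0, a normexp offset of 16, the deposited table, and replicate 3 left out, and not with the other 8.

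Some statements on single genes also came out differently. The paper lists *nimB1* as higher after infection in both virgin and mated egg-producing females, and here it was not called in virgins, at 0.99. With normexp offsets of 0 and 16, in the processed signal, and in the deposited table it was called there. The paper lists *yellow-f* as higher after infection in mated but not virgin females, and here it was called in virgins too, at 1.62. *IM3* is listed in the paper both among genes higher in virgin and mated females and among those higher in mated females only, and here it was called in virgins too, at 1.09, as in the first of these statements only. *IM3* was not called in virgins in the processed signal, with probes of a gene averaged, without replicate 1, or without replicate 3, and *yellow-f* was called there under all alternatives run. The paper counts *Yp1* among genes affected by mating, and here it changed by 0.01 in uninfected and 0.35 in infected females and was not called under any alternative.

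The paper gives *TepII* a significantly larger response in virgins than in mated females at the unadjusted threshold. Here its difference of 0.52 did not reach that threshold, and it did so in the deposited table, with outlier spots kept, and, at the same 0.52, with the replicate block. The paper has *sphinx2* rise after infection in mated and fall in virgin females, and here it changed by -0.09 in virgins and -0.08 in mated females. The change in mated females was above 0 in the deposited table at 1.35, with outlier spots kept at 1.14, and in the processed signal at 0.33. The paper has *CG32971* among the eggless genes with a 2-fold difference in infection response, and here no probe of it reached 2-fold except in the deposited table.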

Other observations

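In this part, the tests of probes on a replicate not used to choose them, of the deposited values for neighboring probes, and of marked spots were chosen only after the result was seen, as was a minimum of 20 probes for reading the test of neighboring probes.

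The 234 probes lower after mating in both uninfected and infected egg-producing females were tested for dependence on a germline. If they came from transcripts stored in oocytes that mated females have laid, their signal would be higher in egg-producing than in eggless virgin uninfected females. The median difference was 3.27 on the log2 scale, the middle value of 10000 random lists matched on mean signal was -0.36, and 0 of the lists reached 3.27. The same virgin arrays had helped to choose these probes. Chosen on 2 replicates and measured on the replicate left out, such probes differed by medians of 3.21 to 3.29, and 0 of 10000 lists reached any of the 3. Laid oocytes may therefore account for part of the fall, as a hypothesis. The test shows only that these transcripts depend on the presence of a germline, and it does not separate laid oocytes from lower expression in the germline of mated females. Slides and germline status were not crossed, and the somatic effects of lacking a germline were not tested.

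Probes with a 2-fold or larger difference in infection response between virgin and mated egg-producing females, but an unadjusted p of at least 0.05, lay close together on the arrays. Of 166 such probes, 55.4% had another within 3 positions in both directions, against a median of 26.5% for random lists matched in number, and 0 of 10000 lists reached it. The array that deviated most was virgin uninfected replicate 3 for 63.9% of them, against 26.8% of all probes, and 87.3% had their largest deviation on an array of replicate 3, against 42.7% of all probes. A local artefact on single arrays may be behind part of these differences. In the deposited table the share was 80.7% of 534 probes, against a median of 61.2% for random lists, and 0 of 10000 lists reached it. In eggless females the 10 such probes are too few: 0% had a neighbor, the random median was also 0%, and a local artefact on single arrays cannot be told apart from other sources of noise there. In the deposited table, 57.9% of 57 eggless probes had a neighbor, against a median of 10.53%, with 0 of 10000 lists as high, and 42.1% had their largest deviation on mated uninfected replicate 3, against 8.85% of all probes.

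Spots that the scanner software marked as nonuniform or outlying were frequent among the probes of Tables S3 and S4. In egg-producing females 53.7% of the 350 listed probes, 188 in number, had a marked spot on at least 1 array, against 9.12% of all probes, and in eggless females 61.8% of 34 did, against 2.74%. In both, 0 of 10000 random lists reached these shares. With the marked spots left out, 10 of the 188 egg-producing probes stayed over 2-fold, and 106 of the 162 without a marked spot did under the other choices made here. In eggless females 1 of 21 and 12 of 13 stayed over 2-fold. The median absolute difference of the 188 fell from 1.34 in the deposited table to 0.36, and that of the 162 was 1.20 and 1.1. Marked spots are a candidate source of part of the listed differences. The deposited table gave all 350 and all 34 listed values to within 1.48e-05, and it held 630 and 67 probes over 2-fold. The 280 and 33 of these that the tables do not list had no match in the RefSeq gene table used here.

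The counts of genes with a difference in infection response were compared with counts from permuted residuals within slides, for probes measured on all arrays. In egg-producing females 163 genes had a 2-fold or larger difference, and 4 of 100 permutations, the real data included, gave as many (median 49, highest 187). Chance is thus excluded for the count as a whole only narrowly, at a limit of 5 of 100. For the 59 of these with an unadjusted p under 0.05, 5 of 100 gave as many (median 7, highest 91), and chance is not excluded. In eggless females 22 of 100 gave as many as the 18 found and 17 of 100 as many as the 8 with an unadjusted p under 0.05, and chance is not excluded for either. The test covers the size of the lists and does not say which of their genes differ.

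The lists of genes changed after infection or mating were compared with those from other splits of the same arrays. Of 100 splits, 16 part all 3 same-numbered pairs of both contrasts, as the real 1 does, and the others leave at least 1 pair together. In egg-producing females the real split gave 135 genes after infection in both virgin and mated females, 51 in virgins only, and 73 in mated females only, and after mating 497 in both infection states and 175 in uninfected females only. Among the 16 splits, 1 gave as many in each case, the real one, and no other split of the 100 gave more than 19 in any of these lists. For the 495 genes changed after mating in infected females only, 2 of the 16 splits gave as many, and 4 of all 100. These keep the real split of infected arrays and mix virgin and mated uninfected arrays, which moves genes of the shared list into this one, up to 753. In eggless females the real split gave 142, 33, and 24 genes after infection and 6, 18, and 2 after mating, in the same order, and 1 of the 16 splits gave as many for each. For the 2 genes changed after mating in infected eggless females only, 11 of all 100 splits gave as many, with up to 4. With 16 splits no share can fall under 0.05, so this comparison by itself cannot exclude chance for any of these lists, and it is no evidence for chance. The adjusted p-values of the genes are a separate test.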
